# Comparative three-dimensional genome architectures of adipose tissues provide insight into human-specific regulation of metabolic homeostasis

**DOI:** 10.1016/j.jbc.2023.104757

**Published:** 2023-04-27

**Authors:** Pengliang Liu, Diyan Li, Jiaman Zhang, Mengnan He, Dengfeng Gao, Yujie Wang, Yu Lin, Dengke Pan, Penghao Li, Tao Wang, Jing Li, Fanli Kong, Bo Zeng, Lu Lu, Jideng Ma, Keren Long, Guisen Li, Qianzi Tang, Long Jin, Mingzhou Li

**Keywords:** 3D genome organization, adipose tissue, gene regulation, mammal, thermogenesis, metabolism

## Abstract

Elucidating the regulatory mechanisms of human adipose tissues (ATs) evolution is essential for understanding human-specific metabolic regulation, but the functional importance and evolutionary dynamics of three-dimensional (3D) genome organizations of ATs are not well defined. Here, we compared the 3D genome architectures of anatomically distinct ATs from humans and six representative mammalian models. We recognized evolutionarily conserved and human-specific chromatin conformation in ATs at multiple scales, including compartmentalization, topologically associating domain (TAD), and promoter-enhancer interactions (PEI), which have not been described previously. We found PEI are much more evolutionarily dynamic with respect to compartmentalization and topologically associating domain. Compared to conserved PEIs, human-specific PEIs are enriched for human-specific sequence, and the binding motifs of their potential mediators (transcription factors) are less conserved. Our data also demonstrated that genes involved in the evolutionary dynamics of chromatin organization have weaker transcriptional conservation than those associated with conserved chromatin organization. Furthermore, the genes involved in energy metabolism and the maintenance of metabolic homeostasis are enriched in human-specific chromatin organization, while housekeeping genes, health-related genes, and genetic variations are enriched in evolutionarily conserved compared to human-specific chromatin organization. Finally, we showed extensively divergent human-specific 3D genome organizations among one subcutaneous and three visceral ATs. Together, these findings provide a global overview of 3D genome architecture dynamics between ATs from human and mammalian models and new insights into understanding the regulatory evolution of human ATs.

Adipose tissues (ATs) can range from 5% to 60% of the human body weight (1, 2). They play an essential role in energy storage and mobilization and maintenance of systemic metabolic homeostasis (3). AT dysfunctionality is associated with obesity, type 2 diabetes, dyslipidemia, and nonalcoholic fatty liver (4, 5). Obesity is caused by the excessive accumulation of ATs as a result of energy intake exceeding energy expenditure, which is associated with an increased risk of metabolic disease and the development of numerous cancers (*e.g.*, cancer of the colon, pancreas, liver, and ovary). It even induces adverse outcomes in other diseases (6), such as COVID-19 (3, 7).

ATs in mammals are principally divided into subcutaneous ATs (SATs) and visceral ATs (VATs) based on their anatomical locations. In humans, SAT is located beneath the skin and generally consists of the abdominal, gluteal, and femoral depots. VAT is located in the peritoneal cavity, concentrated in omental and mesenteric depots. The human VAT drains into the portal vein, therefore the free fatty acids and adipokines released from them can be delivered to the liver and influence liver metabolism (8). This increases the metabolic risk of VAT, which is often considered more pernicious than SAT (9). Nevertheless, VAT represents only a small portion (10%–20%) of total fat mass, while SAT accounts for more than 80% in humans (10, 11). SAT plays a critical role in whole-body energy and glucose homeostasis, and preservation of SAT homeostasis can improve systemic metabolic dysfunction in obesity (12, 13). Insufficiency or dysfunction of SATs leads to the lipid spills to other adipose depots (*e.g.*, VATs) and organs (*e.g.*, liver and skeletal muscle), which creates a lipotoxic environment for these organs and subsequently causes an adverse metabolic phenotype (3, 9).

A growing body of evidence has demonstrated that knowledge of genetic diversity across mammals could increase fundamental understanding of human diseases and their unique phenotypes (14, 15, 16, 17). Although storing energy as lipids in ATs is believed to be mechanistically conserved across evolutionary phylogeny (18), physiological differences in ATs have been observed between human and mammalian models (19, 20, 21). Therefore, a better understanding of human AT evolution could contribute to a better understanding of AT-related physiological and pathological mechanisms in humans. In addition, several studies revealed that human-specific three-dimensional (3D) genome organizations could be involved in regulating human-specific gene expression and unique phenotypes (16, 22, 23), suggesting that interspecies comparisons of 3D genomes are valuable for elucidating the genetic basis of the evolution of ATs in humans. Nonetheless, our knowledge of the evolutionary patterns of 3D genome organization between humans and other mammalian ATs remains largely limited. To fill this gap, we systematically compared the 3D genome organizations and transcriptomic characterization of ATs between humans and six other representative mammalian models, including rodents (mice and rats), lagomorphs (rabbits), carnivores (dogs), and artiodactylids (pigs and sheep). We identified the evolutionarily conserved and human-specific chromatin conformation in ATs, ranging from compartmentalization to the topologically associated domain (TAD) and promoter–enhancer interaction (PEI), and investigated the genomic features and functional enrichment of these organizations. These results provide a basis for a deeper understanding of conserved regulatory mechanisms underlying AT functions in mammals and human-specific modulation of biological regulatory networks in ATs.

## Results

### Compendium of the 3D genome organization of ATs across humans and six mammalian models

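*In situ* Hi-C ligates DNA ends that lie close together in intact nuclei and sequences the ligated pairs, so that each pair marks a contact between 2 loci. Of the tissues of the study, those analysed here are mouse inguinal white adipose tissue (iWAT), a subcutaneous depot, and the visceral GOM, MAD and RAD of sheep. The mouse maps came from 2 pools of 10 female Kunming mice each, 32 weeks old. The sheep maps came from 3 small-tail Han ewes, 2 years old, with 3 libraries of each depot, and since the labels number the sheep, libraries with the same replicate number were taken as from the same animal. After thawing, the layer that contained adipocytes was lysed and nuclei were collected, and chromatin was cut with MboI. According to Table S1, the paper's number of valid contacts was 289154865 and 307400681 in the mouse pools. In sheep the paper's numbers were 237034924 to 255912481 for GOM, 224709663 to 233363388 for MAD and 244343633 to 302602565 for RAD, so MAD had the fewest contacts. By the same table, contacts between chromosomes made up 24.4% ± 2.15 (SD, *n* = 3) in GOM, 28.8% ± 0.960 in MAD and 27.4% ± 1.30 in RAD.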

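The authors aligned the Hi-C reads with BWA 0.7.8 in Juicer 1.5.6 to GRCm39 and, for sheep, Oar_rambouillet_v1.0, and removed read pairs with a mapping quality under 30. They then assigned each chromosome of each library to coarse A and B regions from the first principal component of its 100-kb contact matrix, oriented by gene density. The A-B index of a 20-kb bin is the median observed over expected contact of that bin with the A regions of its chromosome minus that with the B regions, so that a positive value stands for the active A compartment and a negative value for B. It was analysed here as the authors computed it, over 123133 bins on 19 mouse autosomes and 132797 bins on 26 sheep autosomes. Because the A and B regions are set chromosome by chromosome and library by library, a chromosome whose regions were drawn differently in 1 library can shift many of its bins together. The number of contacts behind a single bin is not given, so no counting interval can be attached to an index, and its error is the SD between libraries. Between the 2 mouse pools the index had a Pearson's *r* of 0.988 over bins, which are not independent of each other, and 96.4% of bins had the same sign.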

To interrogate the 3D genome conformation of ATs in an evolutionary framework, we analyzed the 3D chromatin landscape and transcriptome of SATs collected from humans and other six mammalian models, including rodents (mouse and rats), lagomorphs (rabbits), carnivores (dogs), and artiodactylids (pigs and sheep), and three representative VATs (*i.e.*, greater omentum [GOM], mesenteric adipose [MAD], and retroperitoneal adipose [RAD]) from humans, pigs, and sheep (Table S1). A total of 13.34 billion valid contacts were obtained from *in situ* high-throughput chromatin conformation capture (Hi-C) assays of 44 samples (∼303.20 million [M] contacts per sample), including 33 samples that we published previously (24, 25) (Fig. 1*A* and Table S1). Most (∼69.89%) contacts occurred within chromosomes (Table S1) and showed a distance-dependent interaction frequency decay (Fig. S1*A*), reflecting the reliability of this Hi-C data. Furthermore, the Hi-C maps are highly correlated between biological replicates (median stratum-adjusted correlation coefficient [SCC] = 0.96) (Fig. S1*B*) and more divergent in ATs from different body sites within species (Fig. S1*C*).

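In the sheep, MAD stood apart from GOM and RAD in the A-B index, while GOM and RAD were about as alike as replicates of a single depot. Pearson's *r* over 20-kb bins averaged 0.954 between a GOM and a MAD library (0.945 to 0.963 over 9 library pairs) and 0.955 between a MAD and a RAD library (0.949 to 0.962 over 9 pairs). Between GOM and RAD libraries it averaged 0.963 (0.954 to 0.972 over 9 pairs), against 0.966 among the GOM, 0.965 among the MAD and 0.963 among the RAD replicates (3 pairs each). Over all pairs the mean *r* was 0.965 within a depot and 0.957 between depots, a difference of 0.00735. Only 2 of the 280 ways to divide the 9 libraries into 3 groups of 3 gave a difference as large, the real one included (one-sided exact permutation test, *p* = 0.00714). Setting the 3 MAD libraries against the 6 others gave a difference of 0.00901, larger than for any other 3 of the 9 (one-sided exact permutation test, *p* = 0.0119, the smallest that the 84 divisions allow). The same exact test gave *p* = 0.274 for GOM and *p* = 0.357 for RAD. These values are correlations of the A-B index, since the stratum-adjusted coefficients of the paper need the contact matrices, which were not used here. Setting MAD apart was chosen after its values were seen. The divisions moved libraries freely between animals, although each animal gave all 3 depots, so the exact tests ignore this pairing.

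**Figure D1:**
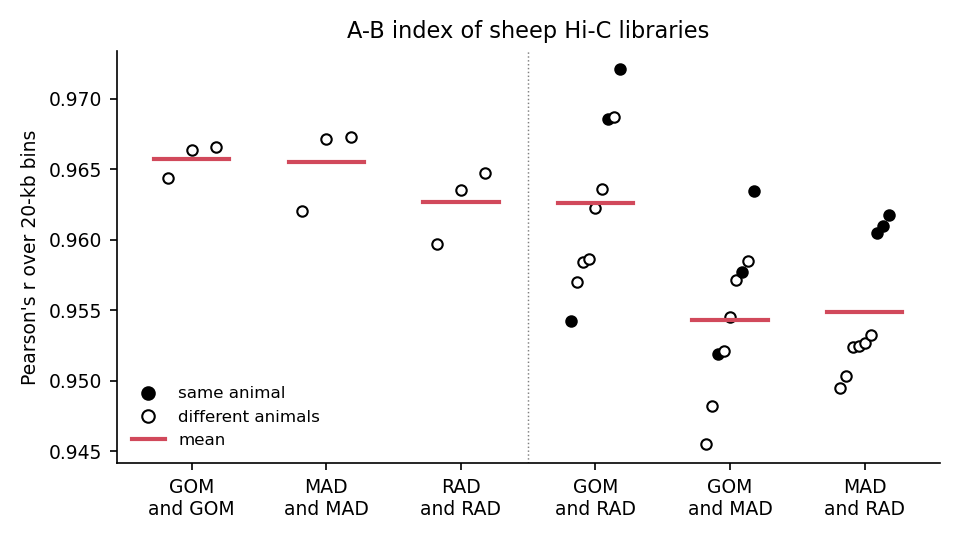
Pearson's *r* of the A-B index over 20-kb bins for each pair of sheep Hi-C libraries, by depots; filled points are pairs from the same animal, open points pairs from different animals, and bars are means. The pairs that join MAD to GOM or RAD average 0.954 and 0.955, below the 0.963 between GOM and RAD.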

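The difference between MAD and the other visceral depots was found in windows of 100 kb. The 3 longest runs of such windows per direction between GOM and MAD spanned 1.5 to 2 Mb. Whether runs were longer than correlated neighbouring bins would give was not tested. When the index was averaged over windows of 100 kb (5 bins), 2527 of 26570 windows, 252.7 Mb in all, differed between GOM and MAD at an adjusted *p* under 0.05 from limma with Benjamini-Hochberg adjustment. Of these, 1721 were higher in MAD and 806 lower, or 1298 and 1321 after quantile normalization. The same direction in all 3 animals was found for 2523, which selection on the same libraries favours. The windows moved within a compartment more often than across: 908 were A in both depots and 1071 were B in both, while 364 were B in GOM and A in MAD and 184 the reverse. MAD and RAD differed in 2361 windows, of which 2066 were lower and 295 higher in RAD, or 999 and 654 after quantile normalization. GOM and RAD differed in none by the same limma test. Of the 26570 windows, 2644 had an unadjusted *p* under 0.05, more than the 5% that chance gives independent libraries, so smaller differences are not excluded. The longest runs of adjacent windows higher in MAD than in GOM lay on chromosome 14 from 21000001 to 23000000, chromosome 10 from 75400001 to 77100000 and chromosome 2 from 173500001 to 175000000 of Oar_rambouillet_v1.0. In these runs the mean of MAD lay near 0: on chromosome 14 the index was -2.20 ± 0.583 in GOM, 0.139 ± 1.01 in MAD and -2.35 ± 0.382 in RAD (SD, *n* = 3 animals), on chromosome 10 -2.10 ± 0.173, -0.170 ± 0.255 and -1.86 ± 0.327, and on chromosome 2 -1.13 ± 0.188, 0.207 ± 0.363 and -1.10 ± 0.490. On chromosome 14 this mean joins both signs. Over steps of 500 kb, MAD replicate 1 was at -1.58 to -0.281 and MAD replicates 2 and 3 were at 0.344 to 0.976. The 3 longest runs lower in MAD all lay on chromosome 14, from 48900001 to 50800000, 55000001 to 56500000 and 58200001 to 60100000. In the first MAD lay farther from 0, with -2.61 ± 1.17 in GOM, -5.54 ± 1.23 in MAD and -3.33 ± 0.433 in RAD, in the middle one on the other side of 0 (0.495 ± 0.532, -1.88 ± 0.916 and 0.175 ± 0.287) and in the last nearer to 0 (1.98 ± 0.584, 0.204 ± 0.628 and 1.75 ± 0.218). Of the windows of chromosome 14, 40.6% differed between GOM and MAD, against 15.3% on chromosome 16, the next highest.

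**Figure D2:**
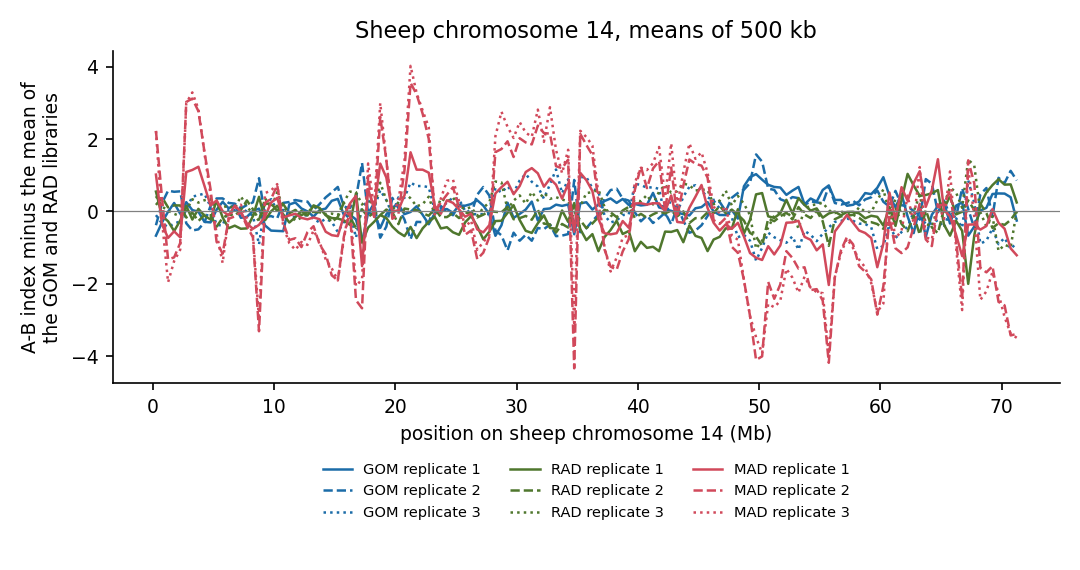
A-B index along sheep chromosome 14 in each library minus the mean of the GOM and RAD libraries, as means over 500 kb. The MAD libraries (red) leave the other depots in runs, among them 21000001 to 23000000 (2 Mb, higher in MAD) and 55000001 to 56500000 (1.5 Mb, lower in MAD). MAD replicate 1 lies nearer to the other depots.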

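Bin by bin, at 20 kb, no bin passed the same threshold between any 2 depots with limma, although 21395 bins (16.1%) between GOM and MAD, 11574 (8.72%) between GOM and RAD and 22412 (16.9%) between MAD and RAD had an unadjusted *p* under 0.05, where chance gives 5%. On simulated data, the window test recovered 9% of 100 windows shifted by 1 index unit between GOM and MAD and 73% of 100 shifted by 2. With so few of 26570 windows shifted, the adjusted threshold is stricter than where 2527 pass. These shares are therefore not the recovery in the real data. The number of windows between GOM and MAD fell to 450 without GOM replicate 1, to 1605 without GOM replicate 2 and to 1202, 1603 and 1106 without MAD replicates 1, 2 and 3. That between MAD and RAD fell to 1036 and 1120 without MAD replicates 1 and 3 and to 801 and 1498 without RAD replicates 2 and 3.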

**Figure 1:**
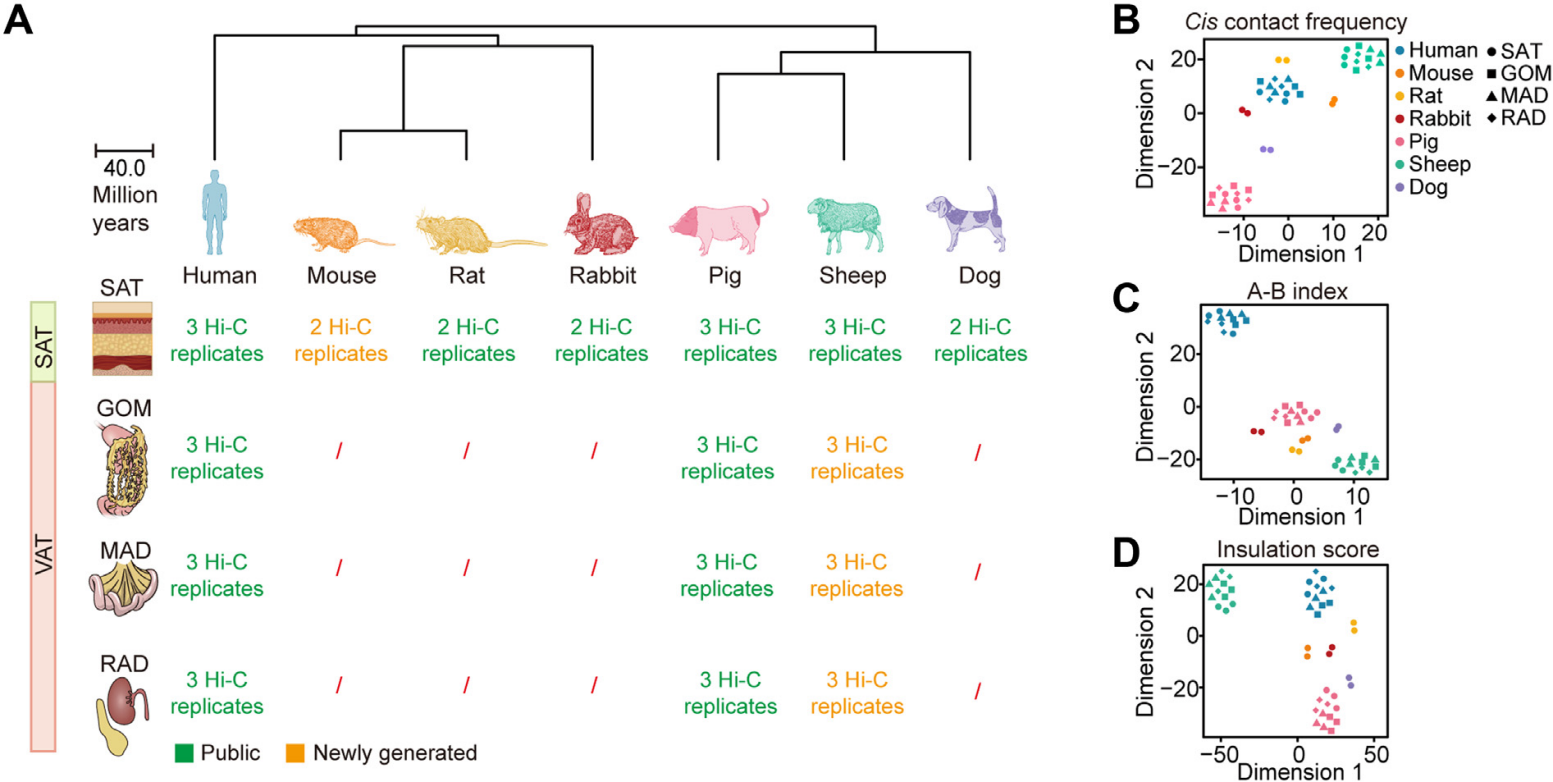
**Overview of Hi-C data**. *A*, Species and ATs were used in this study. ATs were divided into two categories: SAT and VAT (including GOM, MAD, and RAD). SATs were derived from seven mammals, while VATs were derived from three species: humans, pigs, and sheep. *Red slashes* indicate the absence of a Hi-C library in these ATs. GOM, greater omentum; MAD, mesenteric adipose; RAD, retroperitoneal adipose. *B*, t-distributed stochastic neighbor embedding (t-SNE) clustering of samples based on contact frequency between homologous *cis* Hi-C interactions among seven species at 20 Kb resolution. *C* and *D*, t-SNE clustering of samples based on A-B index (*C*) or insulation score (*D*) of 41,770 homologous 20 kb bins between seven mammals. ATs, adipose tissues; GOM, greater omentum; Hi-C, high-throughput chromatin conformation capture; MAD, mesenteric adipose; RAD, retroperitoneal adipose; t-SNE, t-distributed stochastic neighbor embedding; SATs, subcutaneous adipose tissues; VATs, visceral adipose tissues.

We then evaluated the similarity between 3D chromatin organizations across seven mammalian ATs. We first examined the overall similarity among all 44 Hi-C datasets based on the contact frequency of homologous *cis* Hi-C interactions in seven species at a resolution of 20 Kb. The Hi-C samples exhibited a species-dominated clustering pattern (Figs. 1*B* and S2). Furthermore, we compared the chromatin compartmentalization (determined using the A-B index (26)) and local chromatin insulation strength (reflected by insulation score [IS] (27)) based on the homologous genomic regions (comprise ∼29.06% of the human genome) between humans (the ‘reference’ species) and all other six mammalian species. We observed that the samples also mostly separated according to species, with most replicates clustered together (Fig. 1, *C* and *D*). 

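By the A-B index, each of the 3 MAD libraries had another MAD library as its closest relative among the 9 sheep libraries. GOM replicate 1 was closest to GOM replicate 2, and RAD replicate 1 to RAD replicate 2. The other 4 libraries crossed between GOM and RAD, and 3 of them were closest to the other depot of the same animal: GOM replicate 2 and RAD replicate 2 were each other's closest, with a Pearson's *r* of 0.972 over bins, the highest of any pair, and GOM replicate 3 was closest to RAD replicate 3. In total, 5 of 9 libraries were closest to a library of their own depot. Species other than sheep were not compared here.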

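RNA-seq measures how much RNA each gene gives in a tissue sample. Directional, rRNA-depleted RNA-seq libraries of GOM, MAD and RAD from the same 3 sheep were analysed here. The authors quantified reads with kallisto (0.44.0 in the paper, 0.43.0 in the submitters' processing notes) against the transcripts of Ensembl release 103 and gave estimated counts and TPM for 20477 genes. The paper's amount of clean data is 11.43 to 15.77 Gb per library, with a median of 13.05 Gb. The sum of estimated counts per library, the depth behind the values used here, ranged over 16298240 to 22249680 in GOM (median 16827585), 14305713 to 19966047 in MAD (median 19624608) and 16563898 to 17852676 in RAD (median 16564395). The depots had a similar number of genes at a TPM of at least 1: 13327 ± 374 in GOM, 13461 ± 392 in MAD and 13314 ± 325 in RAD (SD, *n* = 3). For tests between depots the estimated counts were rounded to whole numbers and low genes were removed, which left 14565 genes. Genes are given by their Ensembl identifiers, because the sources used here do not pair sheep identifiers with gene names or positions, so cell types and pathways could not be examined. kallisto shares a read among the transcripts it fits, so the counts of close paralogs are uncertain.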

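In expression, too, MAD was on average the depot set apart, and GOM and RAD libraries were as alike as replicates. Pearson's *r* of log2(TPM + 1) over the 14862 genes with a TPM of at least 1 in at least 1 library averaged 0.932 between GOM and MAD, 0.943 between MAD and RAD and 0.962 between GOM and RAD (9 library pairs each). Among replicates it averaged 0.957 for GOM, 0.956 for MAD and 0.962 for RAD (3 pairs each). The ranges overlapped, with 0.909 to 0.960 between GOM and MAD and 0.935 to 0.965 between MAD and RAD. Between GOM and RAD the range was 0.945 to 0.973, and among MAD replicates 0.945 to 0.969. The mean was 0.958 within a depot and 0.946 between depots, a difference of 0.0124 that 11 of 280 divisions of the libraries reached (one-sided exact permutation test, *p* = 0.0393). Without GOM replicate 3, MAD replicates 1 or 2, or RAD replicates 1, 2 or 3, the exact *p* was 0.0679, 0.0571, 0.0929, 0.0714, 0.075 and 0.05. The 3 MAD libraries against the 6 others differed by 0.0225, more than any other 3 libraries (one-sided exact permutation test, *p* = 0.0119), a division chosen after its values were seen. As for the A-B index, the divisions moved libraries freely between animals. The closest relative of a library by expression was of the same depot for 2 of 9, MAD replicates 1 and 2, and of the same animal for 5 of 9. MAD replicate 3 was closer to RAD replicate 3 (0.965) and GOM replicate 3 (0.953) than to MAD replicates 1 (0.945) and 2 (0.952). Genes are not independent replicates, and all listed genes of sheep entered, not the orthologous genes shared by the species.

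**Figure D3:**
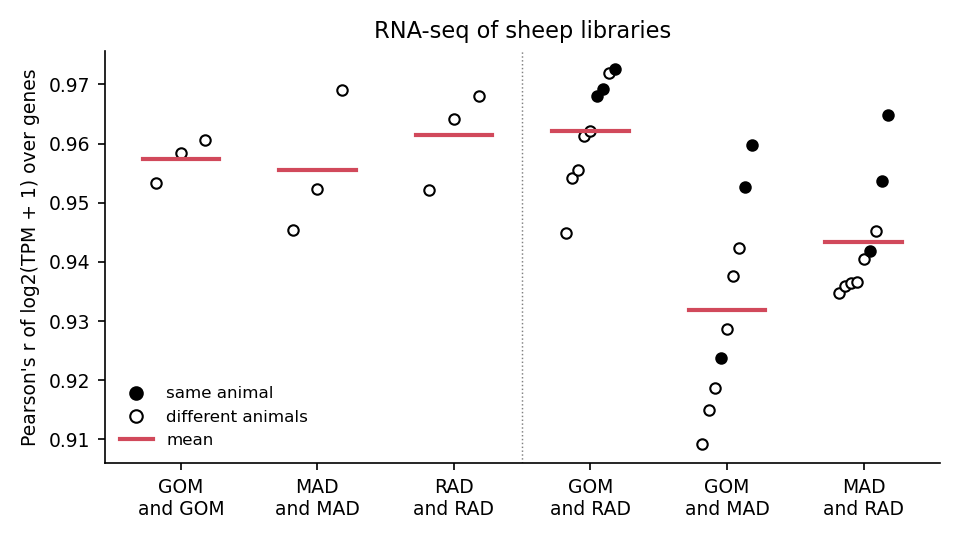
Pearson's *r* of log2(TPM + 1) over genes for each pair of sheep RNA-seq libraries, by depots; filled points are pairs from the same animal, open points pairs from different animals, and bars are means. GOM and RAD libraries average 0.962, above GOM and MAD at 0.932.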

Consistently, the A-B index, IS, and expression of single-copy orthologous genes shared by the seven species repeated this pattern (Fig. S1, *D*–*F*). Altogether, these results demonstrate the divergence of chromatin organizations between species is higher than that between different ATs within species.

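Between GOM and MAD, 966 of 14565 genes differed in expression, most of them lower in MAD: 731 were lower and 235 higher. Between MAD and RAD, 384 genes differed, of which 336 were higher and 48 lower in RAD, so MAD again had the lower level for most. Both comparisons share the MAD libraries, so they are not independent. Changes toward MAD correlated between them at *r* = 0.786, against 0.504 on average over 10 simulations with no depot effect. GOM and RAD differed in 5 genes, 3 higher and 2 lower in RAD. ENSOARG00020022879 was at 0.0735 ± 0.0656 CPM in GOM, 15.4 ± 6.32 in MAD and 0.0205 ± 0.0354 in RAD (SD, *n* = 3), a log2 fold change of 7.58 from GOM to MAD (standard error 0.711, adjusted *p* = 0.00293 from edgeR's quasi-likelihood test). ENSOARG00020000180 had no counts in the 3 GOM libraries and 3.22 ± 2.76 CPM in MAD, at least 58.3-fold higher than the floor of 3 counts over the GOM group (adjusted *p* = 0.0149 from the same edgeR test), or at least 33.3-fold without MAD replicate 3, the highest of counts that ran from 7 to 108, and 2.78 ± 0.604 in RAD. ENSOARG00020006352 went the other way, with 14.2 ± 13.8 CPM in GOM, 0.330 ± 0.196 in MAD and 13.2 ± 7.05 in RAD (log2 fold change from GOM to MAD -5.39, standard error 0.878, adjusted *p* = 0.00841 from the same edgeR test), or -4.22 without GOM replicate 2. ENSOARG00020016643 was at 67.5 ± 70.3, 1.83 ± 0.878 and 49.1 ± 35.9 CPM in GOM, MAD and RAD, a log2 fold change of -5.20 from GOM to MAD (standard error 0.963, adjusted *p* = 0.0144 from edgeR), which became -3.87 without GOM replicate 2, -5.05 (adjusted *p* = 0.0592 from edgeR) without MAD replicate 1 and -4.97 (adjusted *p* = 0.0684) without MAD replicate 2. All 4 are the largest changes in their direction among the genes that met the rule for naming genes, gene names apart.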

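Counts of genes are at an adjusted *p* under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, unless stated otherwise. All 9 libraries were in 1 model. All 966 genes between GOM and MAD changed in the same direction in the 3 animals, and their median absolute log2 fold change was 1.65. The genes were selected on the same libraries, which favours a shared direction, so this is not added evidence. With the animal as a block the model called 1567 genes between GOM and MAD (604 higher, 963 lower), 8 between GOM and RAD and 659 between MAD and RAD (489 higher, 170 lower in RAD). Between GOM and RAD, 521 of 14565 genes had an unadjusted *p* under 0.05 in the model without the animal, fewer than the 5% that chance gives independent libraries. The depots share animals, so this shortfall is not evidence that GOM and RAD are alike. DESeq2, at an adjusted *p* under 0.05, called 1809 genes between GOM and MAD (658 higher, 1151 lower in MAD). It called 95 between GOM and RAD and 943 between MAD and RAD (692 higher, 251 lower in RAD). The 3 libraries of each depot did not overlap in 23.4% of genes between GOM and MAD, 6.28% between GOM and RAD and 19.0% between MAD and RAD. For independent libraries, which these are not, chance gives 10%. A test for any difference among the depots called 528 genes, or 970 with the block. The number between GOM and MAD fell to 462 and 487 without GOM replicates 2 and 3 and to 507 and 347 without MAD replicates 1 and 2, and that between MAD and RAD to 147 and 146 without MAD replicates 1 and 2 and to 118 without RAD replicate 1. That between GOM and RAD fell to 0 without GOM replicate 1, 2 or 3 or RAD replicate 1 or 2, and to 2 without RAD replicate 3. From the separation of samples by species in contact maps, A-B index, insulation score and expression, the paper concludes that species differ more in chromatin organization than the ATs of 1 species do.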

### Cross-species comparison identified a cluster of human-specific active compartments that could be associated with maintaining metabolic homeostasis

To perform high-resolution cross-species 3D genome analyses, we merged the biological replicates for downstream analysis, which reached a resolution of at least 5.2 kb (Fig. S1*G*). This enabled us to explore 3D genome organization at different scales (Fig. S3). We first asked how the A/B compartment changes across mammalian ATs and identified the A/B compartment in seven mammalian SATs using the A-B index algorithm at 20 kb resolution and observed known compartment features in all species (Fig. S4*A*). 

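In mouse iWAT, bins of the A compartment were richer in GC and in genes than bins of B. For genes this direction was set in advance, since A and B of each chromosome were oriented by gene density. When the A bins and the B bins were each divided into 3 categories of equal size, from A1, the highest index, to B3, the lowest, the median GC content was 46.5%, 44.5%, 42.7%, 40.9%, 39.2% and 37.7%. Protein-coding genes started at 23.8, 11.9, 7.25, 4.71, 3.31 and 2.98 per Mb in the same order. Of 20604 protein-coding genes of GENCODE M39 on the autosomes of GRCm39, 77.1% started in an A bin, while A made up 46.3% of the bins. In each of the 2 pools taken alone, the categories kept this order, with a GC content of 46.5% ± 0.187 (SD, *n* = 2 pools) in A1 and 37.7% ± 0.0177 in B3. The 3200 bins that lie in assembly gaps were left out. Neighbouring bins are not independent, so no test was run across bins.

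**Figure D4:**
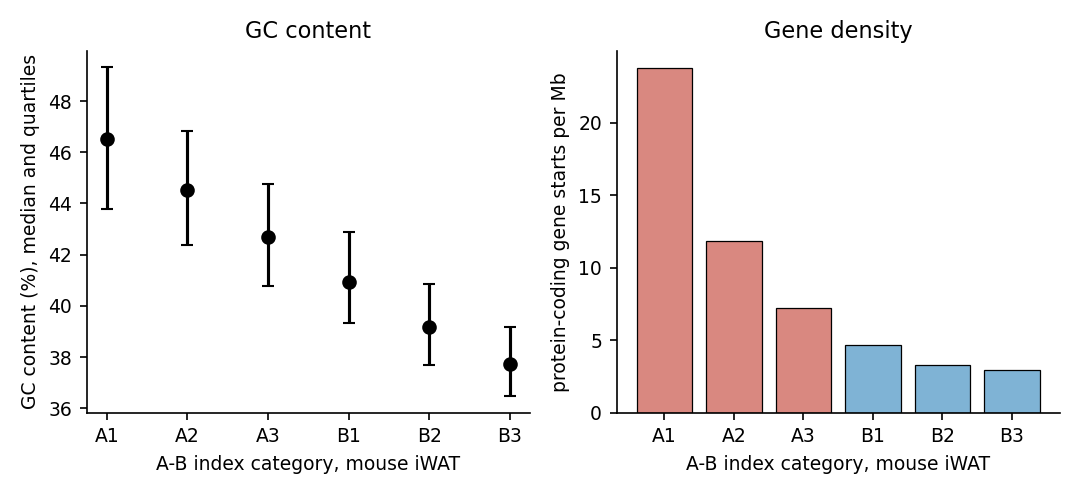
GC content (median and quartiles over 20-kb bins, in percent) and starts of protein-coding genes per Mb in the 6 categories of the A-B index in mouse iWAT, on GRCm39. Both fall from A1 (46.5% GC, 23.8 starts per Mb) to B3 (37.7% and 2.98).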

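Genes that define white fat lay mostly in A in mouse iWAT, as did protein-coding genes as a whole. *Pnpla2* and *Lipe*, which encode the main triglyceride and diglyceride lipases, had an A-B index of 9.49 ± 0.484 and 7.96 ± 0.262 at the bin of their start (SD, *n* = 2 pools). *Plin1*, which coats the lipid droplet, was at 6.81 ± 0.340 and *Cebpa*, a regulator of adipocyte differentiation, at 6.90 ± 0.114. *Adipoq*, which encodes adiponectin, was lower, at 2.73 ± 0.0244, and *Acvr1c*, an activin receptor, and *Rbp4*, the retinol carrier, were in B, at -1.62 ± 0.0561 and -1.31 ± 0.123. Of all protein-coding genes 77.1% were in A, within the 95% Wilson interval of each of the following shares. Of 17 adipocyte genes 15 were in A (interval 65.7% to 96.7%). Their median was 3.71, against 3.26 over all protein-coding genes, at or above that of 73.1% of 10000 random lists of the same size. Of 19 genes of lipolysis and fatty acid oxidation 18 were in A (75.4% to 99.1%), with a median of 4.41 (97.1% of random lists). Of 19 genes of thermogenesis 16 were in A (62.4% to 94.5%), with a median of 3.32 (53.4%). Among the last *Ucp1*, the uncoupling protein of brown and beige fat, was at 1.43 ± 0.980, while *Dio2*, *Ppargc1a* and *Zic1* were in B, at -1.99 ± 0.217, -1.36 ± 0.468 and -3.32 ± 0.129. Percentiles describe this map only, since random lists were not matched on gene length or expression.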

We next identified the evolutionary patterns of compartment status in homologous genomic regions across seven mammalian species using a continuous-trait probabilistic model (28) (see “Experimental procedures”). We obtained seven evolutionary states of compartment and classified them into four groups: (1) conserved A compartments (CA group, state 3); (2) conserved B compartments (CB group, state 7); (3) weakly conserved A compartments (WCA group, state 1); and (4) non-conserved compartments (NC group, state 2, 4, 5 and 6) (weakly conserved B compartments [WCB] group have not been observed) (Fig. S4*B* and Table S2). In the CA group, more than 90% of the regions had compartment A status across all seven species, while that proportion was 70% to 90% in the WCA group. We similarly assigned states to the CB or WCB. The remaining states were assigned to the NC group. The representative A-B index patterns of the groups are shown in Figure 2*A*.

**Figure 2:**
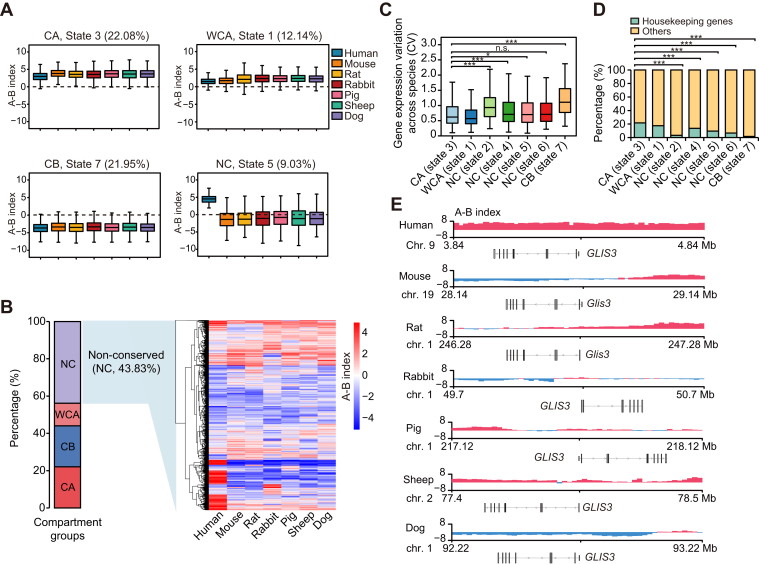
**Evolutionary dynamics of A/B compartment among mammalian SATs**. *A*, four examples of A-B index distributions in Phylo-HMGP states with different patterns (state 3: CA; state 1: WCA; state 7: CB; state 5: NC with human-specific A compartment). *B*, Proportions of each compartment group. The heatmap shows the A-B index for the NC compartment regions. *C*, the expression variation (CV, coefficient of variation across species) of genes located within each compartment state across species. *D*, the fraction of human housekeeping genes within each compartment state. *p*-values were calculated using Fisher’s exact test. ∗∗∗*p* < 0.001 *E*, example showing evolutionary compartment patterns around the *GLIS3* gene among seven mammalian SATs. A-B index are shown and indicate compartment states in each species. SATs, subcutaneous adipose tissues.

We found that more than half of the homologous regions (∼56.17%) had conserved or weakly conserved compartment status across the seven mammal species, with the remaining 43.83% assigned to the NC group (Fig. 2*B*). Among the NC states, state five was identified as human-specific (HS) A compartment (75.46 Mb, ∼9.03%). We further explored the features of distinct compartment states and noticed that the majority of the 20-kb regions in NC compartments exhibited relatively “intermediate” status with low absolute A-B values compared to conserved or weakly conserved compartments (Fig. S4*C*). We next examined the genes embedded in these regions. We found that single-copy orthologous genes embedded in most NC compartments showed significantly decreased transcriptional stability between species compared to those embedded in the CA and WCA compartments (Fig. 2*C*). Notably, the genes embedded in CB compartments showed low expression stability, most likely due to the very low expression levels among these genes across the seven species (∼50% of these genes have a median TPM<0.5 in the seven species). This finding indicates a functional link between evolutionary dynamic compartments and altered expression in mammalian SATs. Housekeeping genes help maintain basal cellular functions (29). We found that the human housekeeping genes (29) were more enriched in the CA and WCA states compared to other compartment states (Fig. 2*D*). This suggests these genes favor active compartments and are prone to maintaining their active compartment status across species. Functional enrichment analysis suggested that genes embedded in CA regions were primarily involved in basic cellular processes (such as nucleocytoplasmic transport and cytoplasmic translation) and response to DNA damage (Fig. S5 and Table S3). The genes embedded in WCA regions were primarily enriched in categories related to disease and immunity while those in CB regions were mainly associated with neurotransmission and chemosensory signaling, and those present in NC regions were involved in the development and biological processes related to AT functions (such as catecholamine metabolic process, regulation of phospholipase activity) (Fig. S5 and Table S3). These observations underline divergences in AT function among species.

We further focus on the potential biological functions of the HS A compartment state (*i.e.*, state 5, embedded with 199 genes, Table S4). 

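In mouse iWAT, the genes that the study places in the human A state were divided almost evenly between the compartments. Of the 199 genes of Table S4, 176 had a protein-coding gene of the same name on mouse autosomes, of which 99 started in an A bin and 77 in a B bin. That is 56.3% in A (48.9% to 63.4%, 95% Wilson interval), against 77.1% of all protein-coding genes. Their median A-B index was 0.483, against 3.26 over all genes, and lower than the median of each of 10000 random lists of 176 genes. With the mean index over the whole gene in place of the bin of its start, 88 of 176 were in A. Among the lowest, *Ptprd*, a receptor tyrosine phosphatase of synapses, on chromosome 4 of GRCm39 from 75859475 to 78130198, was at -6.16 ± 0.362 (SD, *n* = 2 pools). *Rorb*, a nuclear receptor, was at -5.73 ± 0.0194, *Elavl2*, a neuronal RNA-binding protein, at -5.57 ± 0.155 and *Slitrk5*, a synaptic membrane protein, at -5.28 ± 0.238. At the other end, *Ptpn21*, a cytoplasmic tyrosine phosphatase, and *Zc3h14*, a poly(A)-binding protein, which start in the same bin, were at 4.47 ± 0.341. The study chose this list partly on these mouse maps, as regions that are A in humans and not in the other species, so their low index in mouse is not independent evidence, and the genes named were picked after their values were seen.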

We found that genes related to glucose and energy homeostasis (*e.g.*, “regulation of activin receptor signaling pathway”) were enriched in this state (Fig. S5). Notably, “hydrogen peroxide metabolic process” is the most enriched term (*p* < 10^−4^) (Fig. S5), which has been linked to maintaining metabolic homeostasis. Inhibiting this process in AT triggers oxidative stress and the deterioration of insulin sensitivity, which can eventually lead to metabolic disorders (30, 31). Indeed, genes known to play a role in metabolic homeostasis were observed in HS active compartments. One notable case is *GLIS3*, an essential transcription factor involved in regulating glucose metabolism (32, 33). Mutations in this gene can lead to neonatal diabetes in humans (34), and showed a more active compartment status in humans compared to other mammals (Figs. 2*E* and S4*D*). This suggests that HS active compartments could have potentially beneficial effects on metabolic homeostasis in human SAT.

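In mouse iWAT, *Glis3* (ENSMUSG00000052942) lay in B over its whole length. It spans 28236251 to 28657667 on the minus strand of chromosome 19 of GRCm39, 22 bins, whose mean A-B index was -1.70 in both pools (-1.70 ± 0.00116, SD, *n* = 2). The index rose along the window drawn for mouse in Fig. 2E, from 28140001 to 29140000, which had a mean of -0.462 ± 0.0131, with 14 bins in A and 36 in B. *Slc1a1*, which encodes a glutamate transporter, was near 0 at 0.0597 ± 0.0207. *Cdc37l1*, a cochaperone gene, and *Ak3*, a mitochondrial adenylate kinase gene, were in A at 2.62 ± 0.0745 and 2.67 ± 0.186. *Glis3* lay within 1 TAD of the merged map, 28120001 to 28740000, and the other genes in the next, 28760001 to 29580000. The paper cites functions enriched in the human A state, published work, and the compartment status and expression of *GLIS3* across species. From these it raises the possibility that human-specific active compartments could be beneficial to metabolic homeostasis in human SAT.

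**Figure D5:**
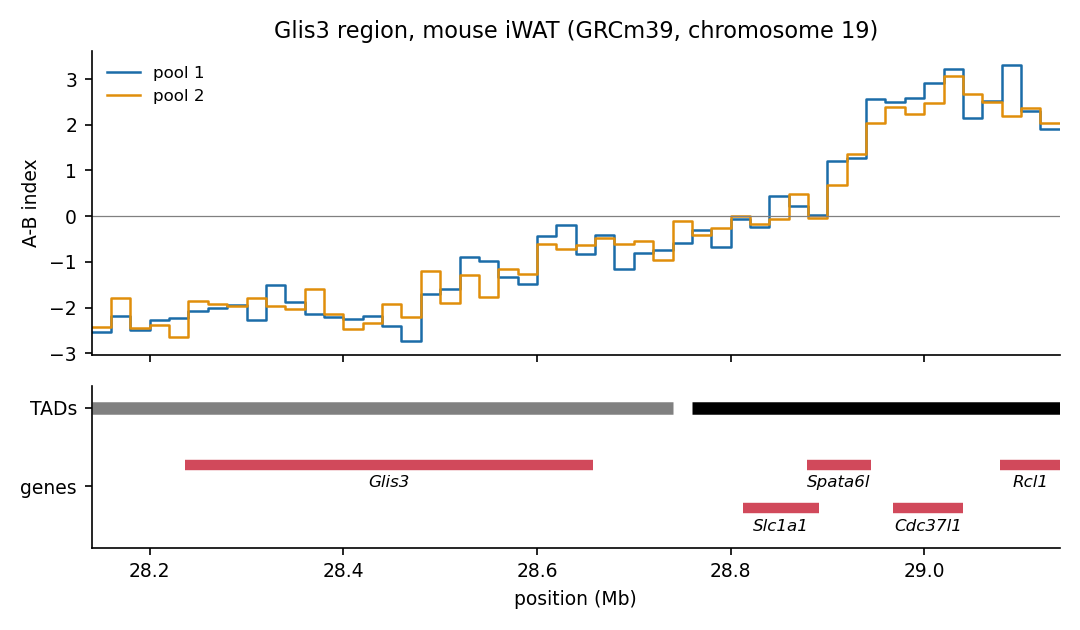
A-B index per 20-kb bin in both mouse iWAT pools along the window of Fig. 2E (GRCm39, position in Mb), with the TADs of the merged map and genes under it. *Glis3* lies in negative bins (mean -1.70) and *Cdc37l1* in positive ones (2.62).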

### HS TADs in SATs

TADs are known as highly self-interacting fundamental units of 3D chromatin organization (35). 

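TADs are stretches of chromosome whose loci contact each other more than loci outside, and the boundaries between them often lie at active genes. The authors called them from the insulation score on Knight-Ruiz normalized 20-kb maps, with a square of 260 kb and a delta window of 200 kb, after merging the replicates, so that there is 1 TAD list per tissue and no replicate error. In the merged map of mouse iWAT there were 2979 TADs on the autosomes, with a median length of 540 kb (95% interval 520 to 560) and lengths from 60 to 11560 kb. Only 2955 were at least 100 kb long. Their boundaries favoured genes and the A compartment: protein-coding genes started at 13.1 per Mb in boundary bins, against a mean of 8.67 in randomly placed bins, whose highest value in 1000 draws was 10.2. Of the boundary bins 62.7% were in A, against 46.3% of all bins.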

To characterize the evolutionary dynamics of TADs in SAT, we identified ∼3546 TADs (range from 2979 to 4411, with ∼500 kb median length) in each mammalian SAT (Fig. S6, *A* and *B*). Supporting the extensive conservation of TAD structures among mammals (35, 36), we found 569 species-conserved (Cons) TAD boundaries and only 77 HS TAD boundaries (Figs. 3, *A* and *B*, S6*C* and Table S5). 

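For mouse, Table S5 lists 69 boundaries that the study calls specific to this species. All 69 lay in the same 20-kb bin as a boundary of the mouse iWAT map (95% Wilson interval 94.7% to 100%), against 2.49% of randomly placed bins, at most 10.1% in 1000 draws. Of the 69, 34 (49.3%) were in A, against 62.7% of all boundary bins of the map, and their median A-B index was -0.0160, against 1.13, a difference that was not tested. A protein-coding gene started in 20 of the 69 bins (29.0%, 95% Wilson interval 19.6% to 40.6%), against 21.1% of all boundary bins. The list was made from this map, so that the match checks only that both describe the same boundaries. Conserved and human-specific boundaries need maps of the other species, which were not analysed here.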

We next compared the features between Cons and HS TAD boundaries. We found that Cons boundaries are more preferentially located in evolutionarily conserved compartments than HS boundaries (41.83% vs. 29.87%, *p* = 0.048, Fisher’s exact test) (Fig. S6*D*). We also observed housekeeping genes are more concentrated in Cons boundaries than in HS boundaries (Fig. S6*E*), which is similar to previous findings regarding the evolution of the human brain (16).

**Figure 3:**
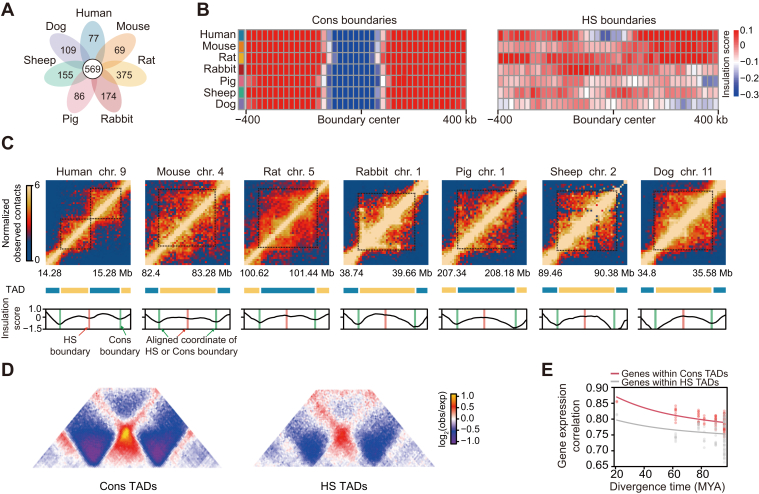
**Identification of human-specific TADs during the evolution of mammalian SATs.***A*, flower plot showing the species-conserved and species-specific TAD boundary numbers. *B*, average insulation score profiles in 400-kb regions centered on species-conserved and human-specific TAD boundaries at 20 kb resolution. Cons boundaries, species-conserved boundaries; HS boundaries, human-specific boundaries. *C*, representative Hi-C contact maps and insulation score profiles around HS TADs in seven mammalian SATs at 20-kb resolution. The HS and Cons TAD boundaries are highlighted with red and green bars, respectively, in the insulation score profiles in humans. Their genomic coordinates on other species were obtained using the UCSC liftover tool and are highlighted with red (HS boundary) or green (Cons boundary) bars. The dashed lines in the Hi-C contact maps indicate TADs. *D*, aggregate Hi-C maps showing the average intra- and inter-TAD contact frequency of the species-conserved and human-specific TADs in human SAT. Cons TADs, species-conserved TADs; HS TADs, human-specific TADs. *E*, pairwise Spearman’s correlation coefficients of expression levels between species were plotted against the evolutionary distance of single-copy orthologous genes located within Cons TADs (*n* = 278) or HS TADs (*n* = 411). The lines correspond to nonlinear regression trends using nonlinear least squares. HS, human specific; SATs, subcutaneous adipose tissues; TAD, topologically associating domain.

Based on these boundaries, we defined 124 Cons TAD (both TAD boundaries are Cons boundaries) and 143 HS TADs (at least one side of the TAD boundary is HS boundary) in the human genome. 

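In mouse iWAT, the window drawn in Fig. 3*C*, from 82400001 to 83280000 on chromosome 4 of GRCm39, was crossed by 3 TADs. They ran from 81420001 to 82540000, from 82560001 to 83120000 and from 83140001 to 83560000. The first ended inside *Nfib*, a transcription factor gene that spans 82208410 to 82623987 and had a mean A-B index of 2.16 ± 0.108 (SD, *n* = 2 pools). The middle TAD held *Zdhhc21*, a palmitoyltransferase gene, at 0.864 ± 0.416, *Cer1*, which encodes a secreted antagonist of BMP and Nodal, at 0.783 ± 0.0708, and *Frem1*, an extracellular matrix gene, at -0.299 ± 0.311, whose distance from 0 was less than the spread between pools. *Ttc39b* lay at the start of the next TAD at 2.65 ± 0.530. Over the whole window the index was 0.888 ± 0.274, with 32 bins in A and 12 in B.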

Representative HS TAD is illustrated in Figure 3*C*. The HS TADs (median size of 480 kb) are generally shorter than Cons TADs (median size of 600 kb) (Fig. S6*F*), which is consistent with a previous study that observed large conserved TADs by comparing mammals (16, 37). We also found that the Cons TADs exhibited stronger intra-TAD interactions than species-specific TADs (Figs. 3*D* and S6*G*). Notably, the HS TADs have higher gene density than Cons TADs (*p* = 0.011, Wilcoxon rank-sum test) (Fig. S6*H*), suggesting a functional role of HS TADs. We next focus on 429 and 803 genes within Cons and HS TADs, respectively. We observed the expression changes of single-copy orthologous genes within HS TADs are more dramatic across mammalian SATs than within Cons TADs (Fig. 3*E*). This indicates that TADs that are rearranged during human SAT evolution also contribute to changes in gene expression. Functional enrichment showed that genes within HS TADs (Table S4) were enriched in categories related to the immune system, chromosome organization, development, and morphogenesis (Fig. S6*I* and Table S6). Moreover, we also observed an enrichment of glucose and energy metabolic-related categories (*e.g.*, “amylin receptor signaling pathway”) in HS TADs (Fig. S6*I*).

### Comparing species-conserved and HS PEIs

Physical interaction between the enhancer and its remote target promoter is essential in mammalian transcriptional control (38). To explore the evolutionary dynamics of PEI organization in SATs, we identified ∼43,273 PEIs (range from 22,269–66,464) in each mammalian SAT using the PSYCHIC algorithm (39) at 10 kb resolution. Consistent with the enhancers providing an additive effect on target gene transcription (40, 41, 42), gene expression was positively correlated with the number of their interacted enhancers (Fig. S7*A*). We next separately aligned 10,213 PEIs of human SATs to the genomes of other six mammals to compare PEI organizations and observed more HS PEIs (21.68%, or 2214 of 10,213) than Cons PEIs (8.79%, or 898 of 10,213) (Fig. S7*B* and Table S7). These PEIs were confirmed by aggregating peak analysis (Figs. 4*A* and S8). Interestingly, we found Cons PEIs preferentially regulated the same promoter (*i.e.*, many to one) compared to HS PEIs (Fig. 4*B*). This is likely due to multiple conserved enhancers, which can better confer robustness on gene expression during evolution since one or more redundant enhancers compensate for the loss.

**Figure 4:**
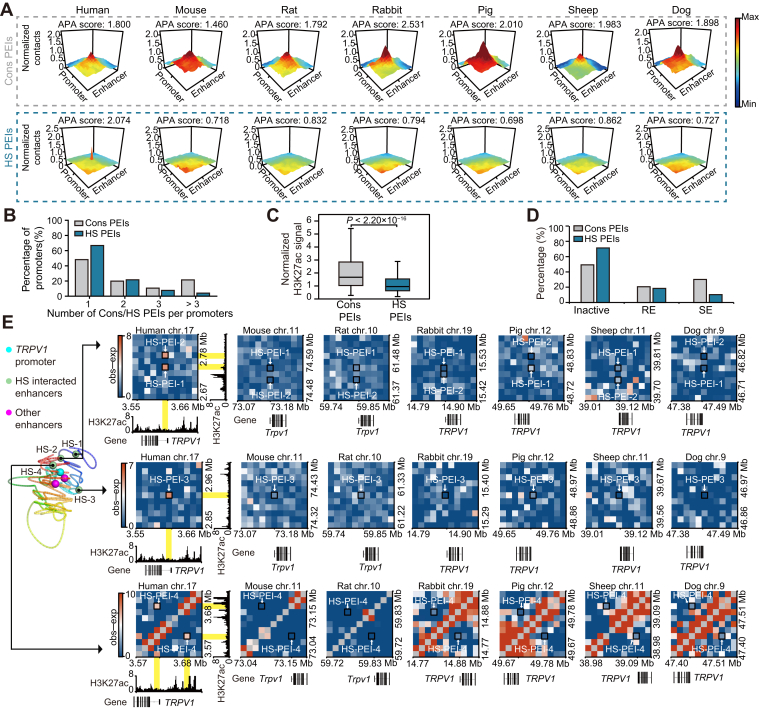
**The species-conserved and human-specific PEIs across mammalian SATs.***A*, normalized Hi-C signals around species-conserved and human-specific PEIs in each mammalian SAT at 10 kb resolution. APA scores were obtained from Juicer tools. Cons PEIs, species-conserved PEIs; HS PEIs, human-specific PEIs. *B*, bar plots showing the percentage of promoters forming one to more than three Cons or HS PEIs. *C*, normalized H3K27ac signals in the enhancer regions of Cons and HS PEIs in human SAT. *p* values were calculated by Wilcoxon rank-sum test. *D*, percentage of regular enhancers (REs) and SEs in Cons and HS PEIs. *E*, example of HS PEIs of *TRPV1* gene. *Left*: 3D model of the promoter (*blue sphere*) and enhancers (*green*: human-specific; purple: others). *Right*: Local contact maps around 4 HS PEIs (indicated by *black square*) associated with *TRPV1* gene at 10 kb resolution. PEI anchors are highlighted in *yellow*. AT, adipose tissues; HS, human specific; PEI, promoter-enhancer interaction; SATs, subcutaneous adipose tissues; TAD, topologically associating domain.

To investigate the enhancer activity of our identified Cons and HS PEIs, we integrated them with public human SAT H3K27ac ChIP-seq signals (25), which reflect enhancer activity. Remarkably, the enhancer regions of Cons PEIs exhibited a stronger H3K27ac signal than HS PEIs (Fig. 4*C*). Additionally, Cons PEIs are significantly more enriched for super-enhancers (SEs) than HS PEIs (30.18% vs. 10.25%, *p* < 2.20 × 10^−16^, Fisher’s exact test), while no such enrichment was detected for regular-enhancers (REs) (20.60% vs. 18.38%, *p* = 0.16, Fisher’s exact test) (Fig. 4*D*). This finding suggests that the interactions between human SE regions and their target genes tend to be conserved during SAT evolution.

To gain functional insights into these PEIs, we examined 378 and 1463 genes regulated by Cons and HS PEIs, respectively. Compared to Cons PEIs associated genes, genes regulated by HS PEIs (Table S4) tend to be slightly upregulated in humans compared to other mammalian species (*p* = 0.069, Student’s *t* test) (Fig. S7*C*). We found genes related to lipid metabolism categories (such as ‘positive regulation of fatty acid oxidation’, ‘unsaturated fatty acid metabolic process’, and ‘regulation of phosphatidylinositol 3-kinase signaling’), were overrepresented in HS PEI-regulated genes compared to those of Cons PEIs (Fig. S7*D* and Table S8). For example, *TRPV1*, which is associated with energy and lipid metabolism (43), was formed by four HS PEIs and concomitant with the upregulation of gene expression in human SAT compared to other species (Figs. 4*E* and S7*E*). To test whether the identified four HS PEIs of the *TRPV1* gene were also present in adipocytes, we examined their contact frequency in human and mouse adipocytes using previously published Hi-C datasets (44, 45). As expected, the clear Hi-C signals of these four HS PEIs were almost entirely detected in human adipocytes (Fig. S7*F*).

Genes involved in diseases (*e.g.*, “AGE-RAGE signaling pathway in diabetic complications” and “Lipid and atherosclerosis”) were enriched in Cons PEIs (Fig. S7*D*), indicating that these conserved 3D chromatin structures are important for the health of organisms. To further understand the relevance of these PEIs and human health, we collected four GWAS datasets related to AT-related diseases from a previously described GWAS set (46), including “diabetes mellitus” (combined three GWAS sets, a total of 5349 significant SNPs, *p* < 5 × 10^−8^) and “disorders of lipoprotein metabolism and other lipidemias” (2499 significant SNPs, *p* < 5 × 10^−8^) traits (Table S9). We found that the Cons PEIs enhancers are significantly more enriched for diabetic SNPs than HS PEIs (*p* = 0.043, Fisher’s exact test) (Fig. S7*G*). SNPs associated with “disorders of lipoprotein metabolism and other lipidemias” displayed a similar trend, although it was not significant (Fig. S7*G*). These findings suggest that regulatory structures associated with health risks tend to be conserved between humans and other mammalian SATs.

Notably, genes related to thermogenesis and temperature regulation (*e.g.*, “regulation of cold-induced thermogenesis,” “TGF-β signaling pathway,” and “brown fat cell differentiation”) were also preferentially enriched in Cons PEIs (Fig. S7*D*). To confirm this observation, we examined the enrichment of Cons, and HS PEIs regulated genes in two previously reported thermogenesis-related adipocyte subpopulations in mice (20). The Cons PEIs regulated genes were more enriched in these two subpopulations than those of HS PEIs (Fig. S7*H*), implying that thermogenic regulation of ATs is often conserved at the PEI level.

### Dynamic binding of transcription factors between conserved and HS PEIs

Transcription factors (TFs) are usually bound to enhancers and mediate communication with their target promoters (38, 47). To this end, we conducted TF motif analysis for the open chromatin regions in enhancers of HS and Cons PEIs using the public ATAC-seq profile for human ATs (21). We observed distinct enrichment of TF motifs between HS and Cons PEIs (Figs. 5*A* and S9*A*). The top five enriched motifs in HS PEIs enhancers are primarily involved in adipogenesis, including three KLF factors (KLF3, KLF6, and KLF5) (48) and ZNF467 (49) (Fig. 5*A*). In contrast, the top five enriched motifs in Cons PEIs enhancers are related to controlling immune and inflammatory response (IRF3 (50) and ETV5 (51)), adipogenesis (EGR2 (52) and ETS2 (53)), and angiogenesis (VEZF1 (54)) (Fig. S9*A*). We further defined 28 and 10 enhancer-TFs whose binding displayed HS or Cons PEIs preference (Fig. 5*B* and Table S10, see “Experimental procedures”), respectively. Notably, ∼25% (7 of 28) of TFs with HS PEIs-binding preference belong to KLF families, suggesting that KLF factors could play an important role in the human-specific regulation of SAT functions. Furthermore, we examined TFs that bind to promoters of PEIs and found that the most enriched TF motifs in HS PEIs promoters are related to the Sp family (SP3, SP1, SP2, SP4) (Fig. 5*C*), which are distinct from the enhancer-TFs observed above.

**Figure 5:**
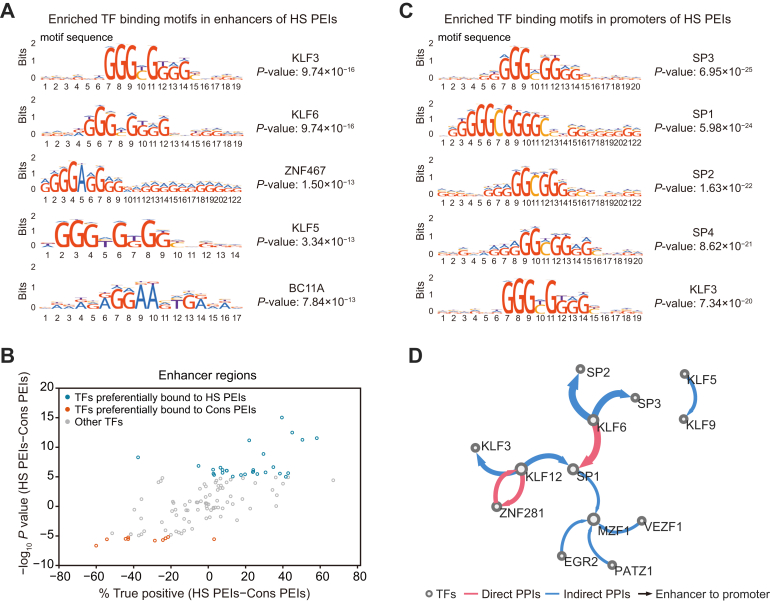
**The transcription factor motifs associated with human-specific PEIs**. *A*, top five enriched TF binding motifs within the enhancer regions of HS PEIs. *B*, the enrichment changes for TFs at the enhancer regions of HS PEIs compared to that of Cons PEIs. *C*, top five enriched TF binding motifs within the promoter regions of HS PEIs. *D*, TF interaction network shows the candidate TF pairs associated with PEI formation and HS PEIs binding preference. Each node represents 1 TF. Each edge indicates a predicted physical interaction between 2 TFs. The *blue* and *red edges* represent indirect and direct PPIs in the STRING database, respectively. The width of the edge indicates the interaction frequency, and the direction of the arrow is from enhancer to promoter. The size of the circle matches the node degree. HS, human specific; PEI, promoter-enhancer interaction; PPI, protein–protein interaction; TF, transcription factor.

We next predicted pairwise TFs that are potentially involved in PEI formation (*i.e.*, 1 TF binds to the promoter and the other to an enhancer) and displayed a significant preference for HS PEIs compared to Cons PEIs (see “Experimental procedures”). We identified a total of 12 TF pairs that preferentially bind to HS PEIs (Fig. 5*D* and Table S11). Of these, three TF pairs overlap with direct protein–protein interactions (PPIs) in the STRING database (55), including KLF6-SP1, ZNF281-KLF12, and KLF12-ZNF281 (directions from enhancer to promoter). Finally, we examined the sequence conservation of the binding sites of these 12 TF pairs in HS and Cons PEIs, respectively. We found 10 promoter-TFs whose binding sites have significantly lower sequence conservation (determined by phastCons score) in HS PEIs than in Cons PEIs (Fig. S9*B*), indicating that the HS PEIs that preferred binding with these promoter-TFs could be sequence-driven. This highlights that the conservation of the TF binding sites in promoters is important for future studies, which could play a role in mammalian evolution by affecting PEI formation or loss. In contrast, the most binding sites of enhancer-TFs showed comparable sequence conservation between HS and Cons PEIs, with only 2 TFs whose binding sites exhibited significantly lower phastCons scores in HS PEIs (Fig. S9*B*). This observation could partly be due to the fact that enhancer-TF binding sites were more commonly located in intragenic regions in HS PEIs compared to those in Cons PEIs (Fig. S9*C*).

### HS 3D chromatin structure changes linked to genomic sequence changes

We next examined the genomic basis of HS 3D chromatin organization (56). Human accelerated regions (HARs; mammalian/non-human species conserved regions that are accelerated in humans) can serve as enhancers to implicate the evolution of uniquely human traits (57, 58). We assessed whether HARs are enriched in HS PEIs enhancers. Analysis of previously reported HARs set (*n* = 2737) (57) revealed that enhancers of HS PEIs are significantly enriched for HARs compared to randomly selected enhancers (*p* < 0.001, permutation test), while this enrichment was not observed in Cons PEIs enhancers (*p* = 0.06, permutation test) (Fig. 6*A*). This indicates that HAR could serve as an enhancer and involve human SAT evolution through spatial chromatin interaction. A remarkable case showing one HAR (HAR_Merge50–00012) overlaps with an active enhancer of HS PEIs and targets the *LDLRAP1* promoter (Fig. 6*B*), which plays an important role in removing low-density lipoprotein cholesterol from the circulatory system; the mutation of *LDLRAP1* causes autosomal recessive hypercholesterolemia in humans (59).

**Figure 6:**
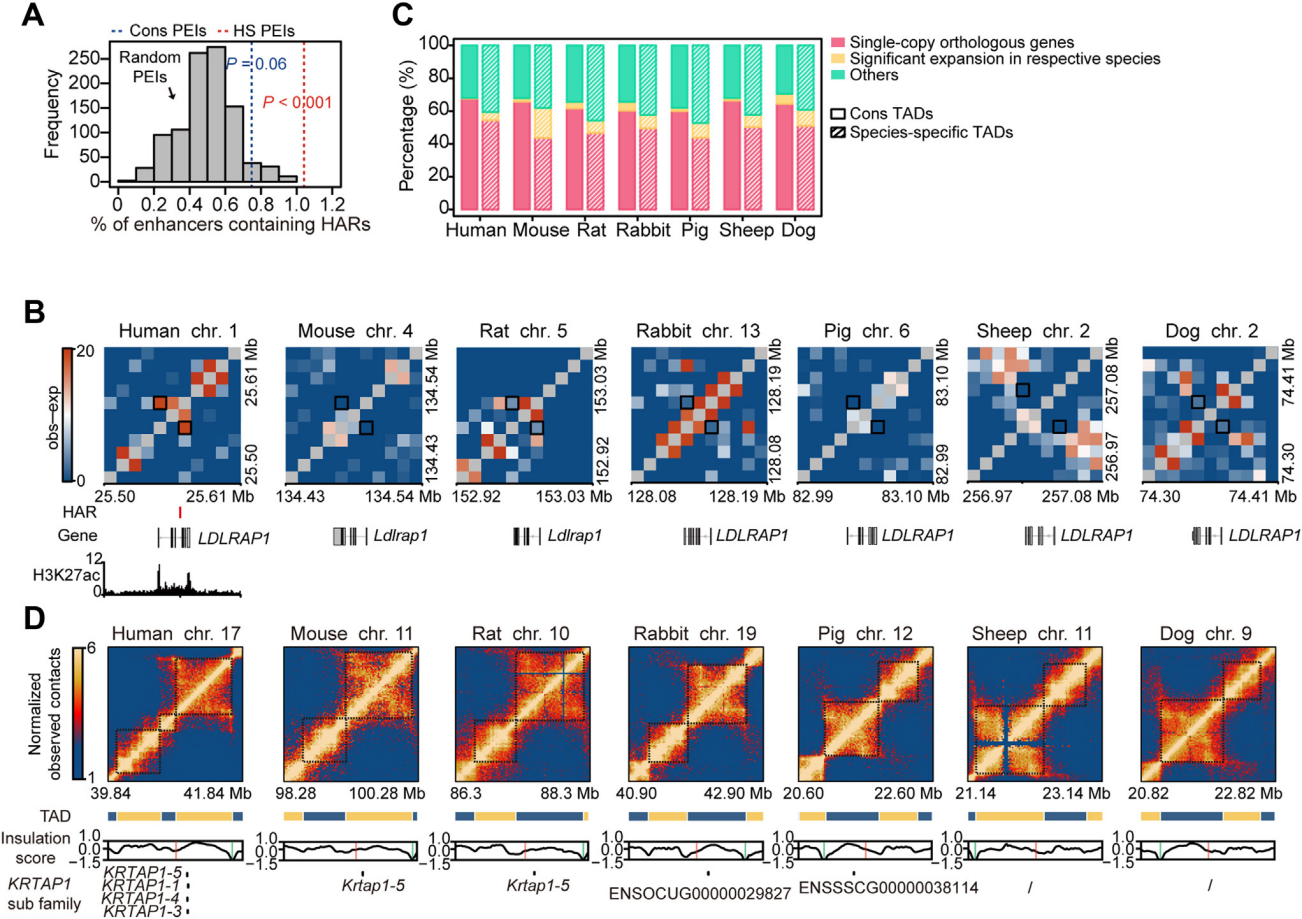
**The genomic basis of human-specific chromatin structural changes.***A*, percentage of enhancers containing at least one HAR for Cons and HS PEIs. Histogram showing the frequency of percentage of random PEIs containing at least one HAR in human SAT. *p* values were calculated by permutation test. *B*, local contact maps of an HS PEI example (indicated by *black square*) associated with HAR in human SAT. HAR is highlighted with a *red bar* in human SAT. *C*, the proportion of single-copy orthologous genes and the genes that significantly expanded in each mammal's respective species within Cons or species-specific TADs. *D*, example of contact matrix and insulation score profiles around *KRTAP1* gene family at 20 kb resolution. The HS boundary is highlighted with a *red bar*, and the Cons boundary is highlighted with a *green bar*. *Black slashes* indicate the absence of the *KRTAP1* gene family members in sheep and dogs. HARs, human accelerated regions; HS, human specific; PEI, promoter-enhancer interaction; SATs, subcutaneous adipose tissues; TAD, topologically associating domain.

Additionally, at the TAD scale, we found the genes whose family underwent significant expansion in humans are more enriched in HS TADs than Cons TADs (4.98% vs. 0.47%, *p* = 7.89 × 10^−6^, Fisher’s exact test). In contrast, single-copy orthologous genes were significantly depleted in HS TADs (51.06% vs. 64.57%, *p* = 0.018, Fisher’s exact test) (Fig. 6*C*). Similar patterns were observed in other mammals (Fig. 6*C*). These findings suggest that the expansion of the gene families could be associated with the evolutionary rearrangement of TADs. 

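Keratin-associated proteins link the keratin filaments of hair. In mouse, 38 annotated *Krtap* genes that encode such proteins form a cluster on chromosome 11 of GRCm39 from 99440956 to 99884820. Of these, 3 are named *Krtap1*. In mouse iWAT all 38 lay in B in both pools, with a median A-B index of -2.54 (-3.06 to -1.06). *Krtap1-3* was at -1.78 ± 0.0311 (SD, *n* = 2 pools). The whole cluster lay within 1 TAD, 99220001 to 100200000, which also held 23 keratin genes, 8 in A and 10 in B in both pools and 5 whose sign differed between pools. Those next to the cluster were in B, *Krt40* at -1.17 ± 0.133 on 1 side and *Krt33a* at -1.36 ± 0.0342 on the other, while *Krt10*, further off, was in A at 1.45 ± 0.0990. Genes named from the adjacent TADs were in A: *Thra* and *Rara*, which encode the thyroid hormone and retinoic acid receptors, at 4.93 ± 0.608 and 4.39 ± 0.403, in the TAD from 98580001 to 99200000, and *Jup*, which encodes plakoglobin, at 4.46 ± 0.162, in the TAD from 100220001 to 104140000. Over the window drawn for mouse in Fig. 6*D*, 98280001 to 100280000, the index was 1.51 ± 0.0763, with 64 bins in A and 36 in B.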

One example of these HS TADs can be found around the *KRTAP1* gene family in the human genome, whose expansionary members reside close to an HS boundary (Fig. 6*D*).

### 3D genome evolutionary dynamics differ between anatomical distinct adipose tissues

It has been posited that ATs are usually distributed throughout the body in several discrete anatomical locations in mammals, which differ in their morphologies, structural organization, and physiological functions. These structures are even treated as separate “miniorgans” by some scholars (2, 18). As such, in order to fully appreciate the evolution of human ATs, it is necessary to also evaluate specific AT types. To advance our understanding of 3D genomic evolution in distant AT types, we first identified Cons and HS 3D chromatin structures (including compartments, TADs, and PEIs) across three species (humans, pigs, and sheep) in four ATs (SAT, GOM, MAD, and RAD) using the same approach as described in earlier comparative analysis of seven mammalian SATs. 

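The 3 visceral depots of sheep had TADs of about the same number and length. The merged map of GOM held 4387 TADs with a median length of 480 kb (95% interval 460 to 480), that of MAD 4166 with 500 kb (480 to 500) and that of RAD 4187 with 500 kb (480 to 500). Leaving out TADs under 100 kb left 4363, 4149 and 4154. In the A-B index, A made up 49.0% ± 0.772 of the bins in GOM, 50.1% ± 0.193 in MAD and 48.1% ± 0.872 in RAD (SD, *n* = 3 animals). The median SD of a bin between the 3 animals was 0.472, 0.457 and 0.482 index units in the same order. TADs were called on merged replicates, so the difference in their number between depots has no replicate error.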

(Fig. S10, *A*–*C* and Tables S12–S14). 

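Of the windows drawn for sheep GOM in Fig. S11 of Oar_rambouillet_v1.0, that of panel A, chromosome 12 from 46320001 to 48320000, was in A throughout the depots. Its mean A-B index was 4.02 ± 0.125 in GOM, 4.16 ± 0.0411 in MAD and 4.11 ± 0.184 in RAD (SD, *n* = 3 animals). The window of panel B, chromosome 2 from 74000001 to 76000000, was near the line between the compartments, with 53 of 100 bins in A in GOM, 50 in MAD and 49 in RAD and a mean of 0.356 ± 0.125, 0.0520 ± 0.147 and 0.125 ± 0.156. In MAD and RAD that mean was within the spread between animals, and single libraries fell on both sides of 0, at -0.0170, 0.220 and -0.0473 in MAD and 0.192, 0.235 and -0.0537 in RAD. In panel C, chromosome 2 from 62680001 to 64680000, it was 1.40 ± 0.0987, 1.32 ± 0.130 and 1.04 ± 0.202. The TAD from 63720001 to 64080000 there was called alike in GOM and MAD, while the stretch before it was 1 TAD in MAD (63160001 to 63700000) and was divided at 63320000 in GOM and at 63300000 in RAD. In panel D, chromosome 2 from 8640001 to 10240000, the TADs from 9080001 to 9740000 and from 9760001 to 9980000 were called at the same bins in all 3 depots. The index there was 3.72 ± 0.250 in GOM, 3.38 ± 0.244 in MAD and 2.91 ± 0.387 in RAD. Every GOM library lay above every RAD library in panels B, C and D and above every MAD library in panel B. For independent libraries, chance gives such a separation in 10% of comparisons of 3 against 3 in 1 direction or the other.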

Representative examples of HS and Cons chromatin structures are shown in Fig. S11. We then investigated the maintenance of HS or Cons 3D genome structures across anatomical distinct ATs by investigating how often they aligned to a similar HS or Cons chromatin structure in another AT. The chromatin structures consistently identified as HS/Cons in all four ATs were defined as AT-shared HS/Cons chromatin structures. In contrast, chromatin structures identified as HS/Cons in only one AT were defined as AT-specific HS/Cons chromatin structures. We found that the HS PEIs were shared less among four AT types than Cons PEIs (0.75% vs. 13.25%, *p* < 2.20 × 10^−16^, Fisher’s exact test) (Fig. 7*A*). A similar observation was found for TADs, where 25.41% of HS boundaries were AT-shared compared to 59.03% of Cons boundaries (*p* < 2.20 × 10^−16^, Fisher’s exact test) (Fig. 7*B*). In contrast, at the compartment level, most (72.93%) HS A compartments (including state five for SAT, five for GOM, six for MAD, and four for RAD) (Fig. S10*A*) were shared among ATs, which was comparable with conserved A or B compartments (67.19% of conserved A compartments and 74.80% of conserved B compartments were shared among ATs) (Figs. 7*C* and S10*D*). This suggests that these HS A compartments may have an important role in human ATs. 

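Within sheep, the visceral depots shared most of their TAD boundaries. Of the boundaries of GOM and MAD taken together, 90.6% lay within 40 kb, the paper's tolerance, of a boundary of the other depot (95% Wilson interval 90.0% to 91.2%). For GOM and RAD the share was 91.4% (90.8% to 92.0%) and for MAD and RAD 92.0% (91.4% to 92.5%). Randomly placed boundaries gave 15.9%, 15.9% and 16.0% on average, and at most 18.0% in 1000 draws. Of 4499 GOM boundaries 84.2% were found in both other depots, of 4243 MAD boundaries 89.1% and of 4273 RAD boundaries 88.5%. Boundaries found in no other depot numbered 308 (6.85%) in GOM, 152 (3.58%) in MAD and 133 (3.11%) in RAD. In the same bin, without any tolerance, the shares were 53.3%, 59.3% and 57.7%, more than 1.5 times lower. Each depot has 1 merged map, so these shares include the error of calling boundaries, and human-specific and conserved boundaries were not separated.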

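Compartments, too, were mostly shared among the visceral depots of sheep. Of 132797 bins, 44.6% were A in the mean of each of the 3 depots, 47.0% were B in each and 8.42% differed. Of the bins that were A in any depot 84.1% were A in all 3, and of those B in any depot 84.8% were B in all 3. The bins that differed lay near the line between compartments, with a median absolute A-B index of 0.364, against 2.77 in the shared bins. Bins A in a single depot numbered 3496 for MAD, 1679 for GOM and 905 for RAD, and bins B in a single depot 1887 for MAD, 1380 for GOM and 1834 for RAD. The sign of the depot means differed between GOM and MAD in 6.36% of bins, between MAD and RAD in 6.12% and between GOM and RAD in 4.37%. For scale, single libraries of the same depot differed in sign in 7.04% ± 0.279 of bins (SD over 9 library pairs), those of GOM and MAD in 8.43% ± 0.609, of MAD and RAD in 8.34% ± 0.552 and of GOM and RAD in 7.16% ± 0.588 (9 pairs each). On chromosome 14 the means of GOM and MAD differed in sign in 21.5% of bins, against 5.94% on the other chromosomes. Among bins with an index of at least 1 in size in both depots, the sign differed in 0.154%, 0.0850% and 0.0050% for the same depot pairs, and 73 of the 150 bins that so differed between GOM and MAD lay on chromosome 14. These are shares over the whole genome of sheep, since the human A states and the conserved states need the maps of other species, which were not analysed here.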

Altogether, these findings suggest that the HS chromatin structures (especially for TADs and PEIs) between species within one AT type are relatively rare and not maintained as HS chromatin structures in other AT types.

**Figure 7:**
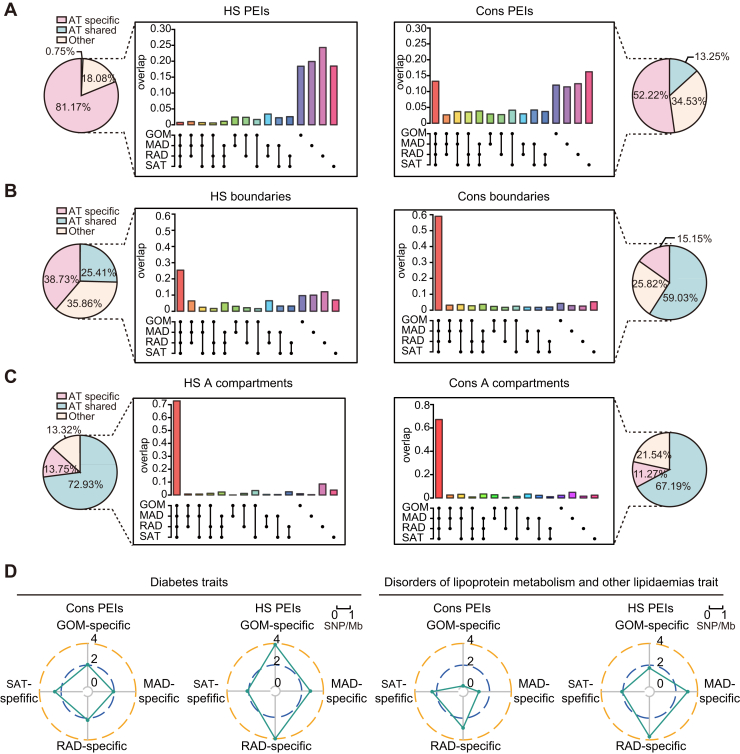
**Human-specific 3D chromatin structures of each adipose tissue varied more than species-conserved structures**. *A* and *B*, Overlap of identified HS and Cons PEIs (A), TADs (B), in each of four ATs. The bars are a numerical sum of the human-specific (*left panel*) or conserved (*right panel*) 3D chromatin structures identified in all four ATs. The pie charts show the portions of AT shared or specific 3D chromatin structures. *C*, Overlap of identified HS A compartments (*left panel*) and Cons A compartments (*right panel*) in four ATs. *D*, Radar plots show SNP density linked to “diabetes” and “disorders of lipoprotein metabolism and other lipidaemias” traits in the enhancer regions of AT-specific Cons and HS PEIs. Lines connecting the density values to the origin of the plot have been added to improve visualization. HS, human specific; PEI, promoter-enhancer interaction; TAD, topologically associating domain.

We then explored the possible function of AT-specific HS chromatin structures at the PEI and TAD levels, except for the compartments, since limited AT-specific HS active compartments were detected (Fig. 7*C*). Interestingly, we found that categories related to immunity and inflammation are preferentially enriched in the HS TADs and PEIs specifically occurred in VATs, particularly in RAD and MAD, compared to those that specifically occurred in SAT (Fig. S12, Tables S15 and S16). There is growing evidence that VATs have more immune and inflammatory features than SATs (60). The discordant 3D genome evolution among one human SAT and three VATs may provide clues about the molecular basis underlying inflammatory and immune differences between SAT and VAT.

Notably, we found that genes related to metabolic diseases (*e.g.*, “diabetic cardiomyopathy”) were enriched in HS PEIs that specifically occurred in VATs (Fig. S12*B*), implying that these structures may carry higher disease risks than SAT-specific HS PEIs. To further confirm this hypothesis, we estimated the enrichment of the above-described disease-related SNPs (Table S9) in the enhancer regions of AT-specific HS PEIs. We found that diabetes SNPs are depleted in SAT-specific HS PEIs compared to the specific HS PEIs for each of other three VATs (*p* < 4.39 × 10^−3^, Fisher’s exact test) (Fig. 7*D*). A similar result was observed for SNPs related to “disorders of lipoprotein metabolism and other lipidemias.” SAT-specific HS PEIs showed significantly lower proportions than RAD- and MAD-specific HS PEIs (*p* < 4.72 × 10^−4^, Fisher’s exact test), but were comparable to GOM-specific HS PEIs (*p* = 0.22, Fisher’s exact test) (Fig. 7*D*). However, these patterns were not observed when we investigated SNP enrichment in enhancer regions of AT-specific Cons PEIs. Taken together, HS 3D chromatin structures are widely discordant among one SAT and three VATs, which is correlated with the differences in functional properties between SAT and VAT.

## Discussion

While previous studies reported anatomical, physiological, and morphological differences between ATs across different species (61, 62), little is still currently known about their properties at the molecular levels. In this study, we performed a 3D genome comparison between ATs in humans and other six mammalian species, uncovering evolutionarily conserved and human-specific regulation.

Previous cross-species studies showed that similar tissues/organs exhibit stronger gene expression correlations than different tissues/organs within the same species (63, 64). However, we demonstrate here that both the AT transcriptome and 3D genome varied more between species than between ATs of the same species. This highlights species-specific changes in the molecular regulatory network among mammalian ATs. By exploring the characteristics of chromatin architecture at different genomic scales, we revealed that 3D chromatin organizations are more dynamic between species at the level of fine-scale PEIs compared to large-scale TADs and compartments. A previous study found an increasing amount of changes along the genome architectural hierarchy (from compartments to TAD, sub-TAD, and PEI) during cell differentiation (65). Our data suggest that 3D genome organizations are perhaps more extensively reorganized locally, not only across cell types but also across species. Furthermore, our results reveal that HS chromatin structures are associated with DNA sequence variation in humans. Notably, we identified several TFs as potential mediators for HS-PEIs in human ATs. Their binding motifs were less conserved in HS-PEIs, especially in promoter regions. Compared with enhancers, the evolutionary rate of promoters is supposedly slower across mammalian species (66, 67, 68). However, we propose that evolutionary changes in TF binding motifs in promoters may determine the target gene of rapidly evolved enhancers, thereby contributing to the precise regulation of gene expression. These findings highlight the potential role of evolutionarily changed motifs in 3D genome evolution.

In the past, some studies identified multiple regulatory phenotypes that contribute to gene expression divergence between species (69, 70, 71, 72). We found the evolution of chromatin structures is closely linked to the evolution of gene expression in ATs. Our observations suggest that the 3D genome conformation is one of the putative upstream factors involved in the evolution of gene regulation. Enhancers have long been associated with an additive effect on target gene expression (41, 42). However, we observed the formation of HS-PEIs only slightly up-regulates gene expression in humans. This is likely due to the following two reasons. First, we observed that HS-PEIs enhancers exhibit lower enhancer activity compared to Cons-PEIs, which is consistent with previous findings that showed evolved enhancers are functionally weaker than conserved ones across species (73). Second, we found many promoters regulated by multiple Cons-PEIs, which may provide robustness to gene expression across species by working as a buffer against perturbations (74, 75). Hence, the formation of human-specific PEIs is likely a fine-tuning mechanism for the phenotypic evolution of human ATs. Given the low 10-kb resolution of the Hi-C data used in the PEI analysis, it is also possible that we have underestimated the contribution of human-specific PEIs to gene expression differences between species. Future comparative Hi-C studies with higher, sub-kilobase resolutions, will make it possible to resolve the variation of PEI structures at even smaller scales.

Notably, all three classes of HS 3D chromatin structures (*i.e.*, compartment, TAD, and PEI) are enriched for genes associated with energy metabolism, possibly reflecting regulatory differences in metabolic processes between humans and other mammals. Typically, all four genes related to “positive regulation of fatty acid oxidation” process were regulated by HS PEIs. Additionally, genes participating in glucose metabolism, such as *GLIS3* (32) and *ERBB4* (76) were also associated with HS 3D chromatin structures. This is potentially related to adopting a sugar and lipid preference diet in humans, which is accompanied by a high energy demands of the larger brain (77, 78). Furthermore, we observed that a large proportion gene (11 of 17) related to “unsaturated fatty acid metabolic process” are regulated by HS-PEIs in human SAT, this is consistent with the idea that improvements in consumption of dietary long-chain polyunsaturated fatty acids are necessary for promoting encephalization of humans (77, 79). Hence, the identified HS 3D chromatin structures in ATs could provide novel insights into the understanding of the genetic basis underlying human metabolic innovations. In addition, the HS PEIs may also provide a candidate set of *cis*-regulatory elements that may contribute to metabolic variation between humans and other mammals. Compared to HS chromatin organizations, 3D chromatin structures conserved across seven mammalian SATs are more enriched for housekeeping genes, which are essential for the existence of cells. The thermogenesis of ATs is an essential survival mechanism for homeotherms, which allows for an increase in whole-body energy expenditure and is associated with beneficial metabolic effects (3, 9). Our study found that thermogenesis-related genes (typically, *GPR3* (80) and *EBF2* (81)) are preferentially regulated by Cons PEIs rather than HS PEIs. Furthermore, genes such as *FOS* (82) and *VEGFA* (83), along with genetic variants associated with human health, are also more enriched in Cons PEIs relative to HS PEIs. These findings have allowed us to propose that the evolutionarily conserved chromatin organizations are widely important and may be closely link to the health and survival of different organisms. Of note, the epigenetic modifications in chromatin (such as chromatin accessibility, histone modification, and DNA methylation) are also important for transcriptional regulation besides the 3D chromatin structure itself (84, 85, 86). Therefore, more experimental studies and epigenetic data are necessary for functional validation and insights into the regulatory mechanisms of 3D genome organizations during AT evolution.

We found that HS chromatin organizations are less shared among ATs obtained from different anatomical locations than Cons organizations at the TAD and PEI levels. These findings suggest a location-specific evolutionary strategy of ATs at 3D genome level and highlight the importance of defining location-relevant AT chromatin organizations in future studies. We found that VAT-specific HS TADs and HS PEIs are more closely linked to inflammatory and immune processes than those that specifically occurred in SAT, suggesting the immune and inflammatory properties of VATs may have been selected for during evolution. Currently, the immune-related roles of RAD are poorly studied (60). Our results indicate that RAD-specific HS TADs and PEIs are closely related to immune and inflammatory responses, suggesting the immune function of RAD requires further study. We also found that VAT-specific HS PEIs are preferentially associated with metabolic disease, this is consistent with the previous view that VATs are often considered more pernicious than SATs (9). Collectively, our study provides a new perspective for understanding biological differences between SAT and VAT and implies that the root of functional divergence between ATs could be found during AT evolution.

To our knowledge, our work reveals, for the first time, the reorganization of 3D genome architecture during AT evolution. We identified evolutionarily conserved and human-specific chromatin structures in human ATs at different genomic scales. We also demonstrate that the structural dynamics of the 3D genome is closely associated with transcriptome remodeling, underscoring the importance of 3D genome regulation in AT evolution. This 3D regulatory landscape significantly increases current knowledge of the evolution of gene regulatory networks in ATs and provides a new resource for future in-depth evolutionary studies.

## Experimental procedures

### Animals and sample collection

The analyzed SATs (2–3 biological replicates for each mammal) in this study were derived from adult humans (*Homo sapiens*) and six mammals, including mice (*Mus musculus*), rats (*Rattus norvegicus*), rabbits (*Oryctolagus cuniculus*), pigs (*Sus scrofa*), sheep (*Ovis aries*), and dogs (*Canis lupus familiaris*). The visceral adipose tissues (VATs) (*i.e.*, greater omentum [GOM], mesenteric adipose [MAD], and retroperitoneal adipose [RAD]) were derived from humans, pigs, and sheep (3 biological replicates for each VAT of each mammal). Of these, the SATs collected from mice (two pools, 10 mice per pool, Kunming mouse, 32-week-old, females) and VATs (including GOM, MAD, and RAD) collected from sheep (*n* = 3, small-tail Han sheep, 2-year-old, females) were newly generated samples in this study. Animals in this study were handled according to the guidelines of the Administration of Affairs Concerning Experimental Animals established by the Ministry of Science and Technology of China. The Experimental procedures used in the study were approved by the Institutional Animal Care and Use Committee in the College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China, under permit number DKY-2019102006.

All animals were allowed access to food and water *ad libitum* and were humanely euthanized, when necessary, to ameliorate suffering after 12 h of fasting. All samples were immediately frozen in liquid nitrogen and stored at −80 °C until use in *in situ* Hi-C and rRNA-depleted RNA sequencing (RNA-seq) library preparation.

### *In situ* Hi-C library preparation

In this study, we generated 11 *in situ* Hi-C libraries (Table S1) using the same experimental protocols as the Hi-C dataset that we previously reported (87). Briefly, 1 g of ATs were cross-linked with a final concentration of 4% freshly prepared formaldehyde (Sigma Aldrich) for 30 min at room temperature, followed by quenching with glycine (Amresco) at a final concentration of 0.25 mol l^−1^. After centrifuging the mixture at 1500*g* for 10 min at room temperature, the upper layer containing adipocytes was added to 1 ml lysis buffer (9.1 μl 1 M NaCl, 9.1 μl 1 M Tris-HCl [pH 8.0] [Invitrogen, Carlsbad, CA, USA], 18.2 μl 10% CA-630 [Sigma Aldrich], 50 μl protease inhibitors [Sigma Aldrich], and 913.6 μl nuclease-free water [Ambion]) and homogenized with a Dunce homogenizer. After centrifuging the homogenate at 5000*g*, the cell nuclei were collected. The pellet was washed twice with 500 μl 1 × NEBuffer 2 (NEB), followed by centrifugation at 5000 rpm for 5 min. Next, the pellet was resuspended in 100 μl 1 × NEBuffer 2, and we added SDS (Amresco) to a final concentration of 0.1%. After incubation at 65 °C for 10 min, we added Triton X-100 (Sigma Aldrich) to a final concentration of 1% and incubated it for 15 min at 37 °C. Nuclei were permeabilized, and DNA was digested with 200 units of MboI enzyme (NEB) at 37 °C for 1 h, 65 °C for 20 min, and 25 °C for 5 min. We then added biotin-14-dATP, dCTP, dGTP, dTTP, and Klenow fragment (NEB) and incubated the mixture at 37 °C for 45 min. The DNA fragments were then ligated by T4 DNA ligase (Enzymatics) and incubated at 20 °C for 30 min. After centrifugation at 5000 rpm for 5 min, the pellet was resuspended in 20 μl 10 × T4 DNA ligase buffer, 90 μl nuclease-free water, and 20 μl SDS and 50 μl Proteinase K (20 mg ml^−1^) (Tiangen) was added. After incubation at 55 °C for 30 min to digest proteins, the DNA was extracted and dissolved in 20 μl of 5 M NaCl, and the mixture was incubated sequentially at 65 °C for 90 min and at 25 °C for 5 min. The DNA was then purified by AMPure XP Beads (Beckman Coulter), after which T4 DNA polymerase (Enzymatics) was used to remove nonligated biotinylated DNA for 2 h at 12 °C. The DNA was then sonicated into 300 to 500 bp fragments using a Covaris S220 sonicator. The DNA fragments with biotin were pulled down by M280 beads (Invitrogen). Next, we performed end repair, A-tailing, adapter ligation, post-ligation cleanup, and PCR amplification (8–10 cycles) using the KAPA Hyper Prep Kit (Roche). DNAs between 300 and 800 bp in size were then isolated using AMPure XP Beads, and the libraries were sequenced using Illumina NovaSeq 6000 (paired-end sequencing with 150 bp read length).

### RNA-seq library preparation and gene expression quantification

We generated nine RNA-seq libraries in this study (Table S1). Total RNA was extracted from each sample using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA). Concentration and purity were quantified by Nanodrop, and integrity was evaluated using an Agilent 2000. RNA-seq libraries were then generated using an rRNA depletion method (Globin-Zero Gold rRNA Removal Kit, Illumina) coupled with a NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB). The libraries were sequenced by the HiSeq X 10 platform (Illumina) with a paired-end sequencing length of 150 bp.

The sequence reads of each species were aligned against their respective reference genomes. The gene expression levels were estimated as transcripts per million (TPM) using the Kallisto tool (version 0.44.0) (88) with default parameters. The gene annotation file of each species was downloaded from the Ensembl database (release 103). The reference genome assemblies for seven species included: humans (GRCh38.p13), mice (GRCm39), rats (Rnor_6.0), rabbits (OryCun2.0), pigs (Sscrofa11.1), sheep (Oar_rambouillet_v1.0), and dogs (CanFam3.1).

### Hi-C data preprocessing and normalization

Hi-C read pairs were processed using the Juicer pipeline (version 1.5.6) (89) as described in a previous report. Read pairs of seven species were aligned against their respective reference genomes using BWA software (version 0.7.8) (90) with default parameters. Invalid read pairs were filtered out, including PCR duplications, low-quality alignment read pairs (MAPQ < 30), and intrafragment read pairs. To explore the similarity of the chromatin conformation among replicates or different ATs within each species, we generated the raw intra-chromosomal contact matrices using valid read pairs at 100 kb, which were then normalized using the Knight-Ruiz (KR) algorithm (89, 91) and quantile algorithm (92). The similarity between normalized contact matrices was evaluated using HiCRep (93). To perform an interspecies comparison of genome architecture for ATs, we merged biological replicates and down-sampled the Hi-C dataset to similar coverage of valid contacts for each comparison. We generated the normalized intra-chromosomal Hi-C contact maps at various resolutions (10-, 20-, and 100-kb) using the KR algorithm.

### Identification of A | B compartments

A and B compartments were identified at 20-kb resolution by two steps as described in a previous report (26) with minor modifications. First, we generated observed/expected contact matrices at 100-kb resolution by dividing the observed contact frequency by the expected contact frequency (the median observed contact frequency at the same genomic distance). The PC1 values were then calculated using the “prcomp” function in R (version 3.6.1) on the observed/expected contact matrices at 100 kb resolution. Next, A and B compartments were determined using Pearson’s *r* between PC1 values and the gene density of each chromosome. For chromosomes with a positive Pearson’s *r*, the 100 kb bins with positive or negative PC1 vectors were identified as low-resolution A or B compartment. In contrast, for chromosomes with a negative Pearson’s *r*, the 100 kb bins with positive or negative PC1 vectors were identified as low-resolution B or A compartment.

Second, we calculated the A-B index (the likelihood of a sequence interacting with the A or B compartments) at 20 kb resolution. Briefly, for each 20 kb bin, we calculated the median of the observed/expected contact frequency between this 20 kb bin and the other low-resolution A compartment regions or low-resolution B compartment on its chromosome at 20 kb resolution as the A score or B score. The A-B index was then obtained by subtracting the B score from the A score. The higher the A-B index, the more inclined this region is toward the A compartment state.

### Recognition of evolutionary patterns of compartmentalization

Evolutionary patterns of compartmentalization were identified using the Phylo-HMGP method as described in a previous report (28) with minor modifications. This enables the classification of genomic regions into a predefined number of states, which considers both spatial dependencies along the entire genome and temporal dependencies across species in the phylogeny. The human genome was used as the “reference” and divided into 20-kb bins. The homologous genomic regions shared by all seven mammalian species were identified using the UCSC liftOver tool at 20 kb resolution. For example, if one 20-kb bin of the human genome was aligned to all other six species with reciprocal mapping, this bin was identified as homologous regions. According to these homologous regions, we generated an A-B index matrix. To apply Phylo-HMGP to these A-B index data, we first performed K-means clustering to the datasets with an increasing cluster number of K. We computed the Sum of Squared Error (SSE) of each clustering result and observed that the ‘elbow point’ of the SSE curve is around seven, which we considered being the number of evolutionary states. Finally, the A-B index matrix was used to calculate evolutionary patterns implemented in the original public code (https://github.com/ma-compbio/Phylo-HMGP) of the Phylo-HMGP with the state number set to be seven. Other parameters are default.

The evolutionary patterns of compartmentalization across three species (humans, pigs, and sheep) for each of the four ATs (SAT, GOM, MAD, and RAD) were identified similarly.

### TAD calling

We identified TAD boundaries using a previously reported insulation score (IS) method (27) based on the KR normalized intra-chromosomal Hi-C contact maps at 20-kb resolution. The IS reflects the aggregate of contacts passing across each bin, and TAD boundaries were called using the public code (matrix2insulation.pl, https://github.com/dekkerlab/cworld-dekker) with parameters (-v -is 260,000 -ids 200,000 -im mean -nt 0.5 -bmoe 0).

### Calculation of TAD strength

We calculated the TAD strength according to methods described in a previous study (94). We defined the neighbor region of each TAD by extending upstream and downstream of the TAD by its same length and calculated the median of the ratios of intra-TAD contacts (occurred within the TAD region) to inter-TAD contacts (occurred between the TAD region and its neighbor region) across various genomic distances within a TAD as TAD strength. The formula for the TAD strength is below:

$$TAD\;strength=median\left(\frac{intra-TAD\left(d_{i}\right)\;contacts}{inter-TAD\left(d_{i}\right)\;contacts}\right)$$

The intra- and inter-TAD (d_i_) contacts represented the median of intra-TAD contacts and the median of inter-TAD contacts at a certain genomic distance (d_i_), respectively (see the illustration below).

**Figure:**
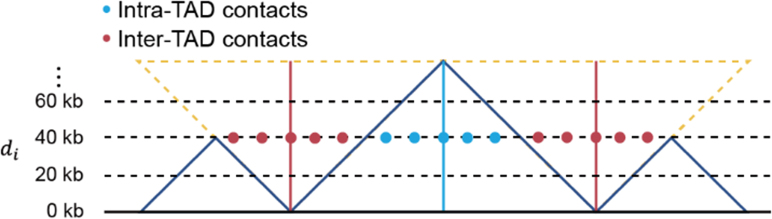

### Identification of species-conserved and species-specific boundaries and TADs

Species-conserved and species-specific TAD boundaries were identified as described in a previous report (16) with minor modifications. We first identified species-conserved and human-specific boundaries by the following pipeline. We converted the TAD boundaries of humans (reference species) to each of the other six mammalian species (query species) using the UCSC liftOver tool. If the human boundary aligned within the flanking 40-kb (2 bins) region of the boundary in another species, the two boundaries were defined as conserved between the two species (see the illustration below). The species-conserved boundary was defined as those conserved across all seven species. If the distance between the human boundary and that of the other six species was greater than or equal to 100 kb (5 bins), the boundary was defined as human-specific. The same pipeline was used to identify species-specific boundaries of non-human species. Finally, a species-conserved TAD is flanked by the species-conserved boundaries on both sides; a species-specific TAD is flanked by the species-specific boundaries at least on one side.

The identification of species-conserved and human-specific TAD boundaries and TADs across three species (humans, pigs and sheep) for the four ATs (SAT, GOM, MAD, and RAD) was performed in a similar manner.

**Figure:**
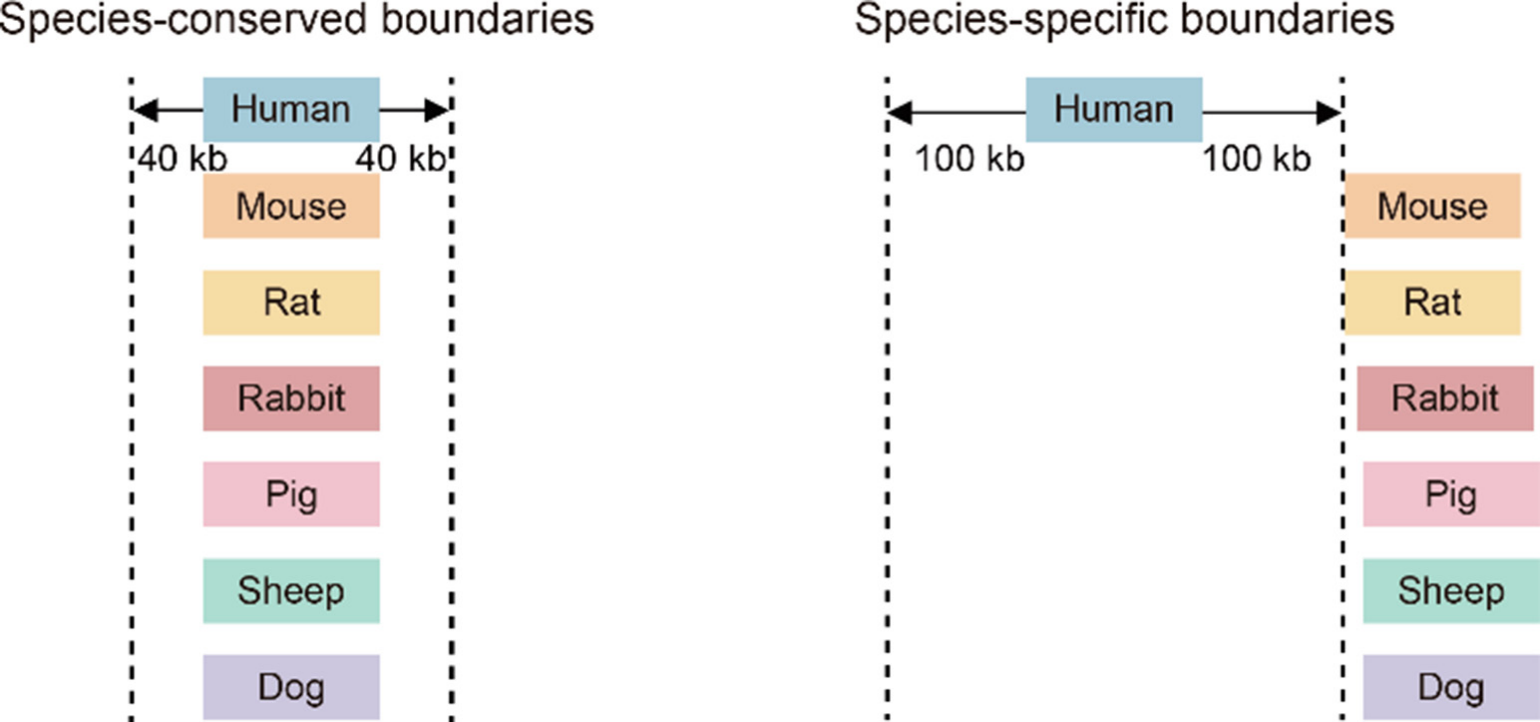

### PEI calling

We detected the overrepresented PEIs using the PSYCHIC algorithm (39), with default parameters as previously described, based on KR-normalized intra-chromosomal contact matrices at 10 kb resolution. We first defined the promoters as upstream 2200 bp and downstream 500 bp of the transcription start site. We then compared the observed contact frequency of promoter-centered interactions (±10 Mb) with its expected contact frequency (defined as the normalized contact frequency according to the domain-specific background model, output by PSYCHIC). The statistical significance score (*p* values and false discovery rate [FDR] values) was calculated, and the output was generated by PSYCHIC. Finally, we filtered the interactions between promoters and applied a cutoff with an FDR value ≤ 0.001 and interaction length ≥ 20 kb to obtain high-confidence PEIs. To assess the active state of enhancers in PEIs, we downloaded the public H3K27ac ChIP-seq peaks (including regular-enhancer [RE] peaks and super-enhancer [SE] peaks) of human SATs. REs and SEs were considered to be involved in PEIs if the 10 kb enhancer bin overlapped more than 50% (or more than 5 kb length) of RE or SE peaks.

To evaluate the enrichment of the identified PEIs, the aggregated peak analysis (APA) scores were calculated by Juicer (version 1.5.6) (89) with a bin size of 10 kb. APA scores greater than one represent enrichment peak.

### Identification of species-conserved and species-specific PEIs

The species-conserved and species-specific PEIs were identified as follows. We first selected the human PEIs associated with single-copy orthologous genes across seven mammals for downstream analyses. Then, the coordinates of these human PEIs (reference species) were converted to each of the other six species genome (query species) using the UCSC liftOver tool. PEIs with both anchors were aligned to two regions ranging from 5 to 20 kb (within the same chromosome) with reciprocal mapping were used for subsequent analysis. Converted promoter coordinates that were less than 20 kb away from its homologous promoter in the other six species genomes were retained. We then performed two kinds of judgments to define each human PEI as one species-conserved or human-specific PEI, including the distance judgment, which confirmed whether the aligned PEI is near any PEIs that regulated its homologous promoter in the query species, and the enrichment judgment, which confirms whether the aligned PEI show signal enrichment in the intra-chromosomal contact matrix of the query species.

The distance judgment was defined by comparing the two-dimensional Euclidean distance between two PEIs with the following thresholds:

$$d<\min\left(r_{1}\times \left|i-j\right|,r_{2}\right)$$

The d represented the two-dimensional Euclidean distance between an aligned PEI and its closest PEI in the corresponding query species and the |i−j| represented the linear distance between two anchors of the aligned PEI in query species. The $r_{1}$ and $r_{2}$ were relative distance coefficient and absolute distance threshold, respectively, and 0.2 and 20 kb were used to identify species-conserved PEIs, while 0.2 and 50 kb were used to identify species-specific PEIs.

The enrichment judgment was defined to check whether the aligned PEIs showed strong signal enrichment in query species. We calculated the enrichment score of all PEIs in the corresponding query species, which was calculated as observed contact frequency minus its expected contact frequency (output by PSYCHIC). We selected 20% quantiles as the threshold. The aligned PEIs whose enrichment score exceeded this threshold were considered signal enriched.

Combining the distance and enrichment judgment, an aligned PEI was defined as a species-conserved or human-specific PEI according to the following: If an aligned PEI was close enough to a PEI in the query species that involved its homologous promoter or showed signal enrichment, it was defined as a species-conserved PEI; if an aligned PEI was far from all PEI associated with its homologous promoter in query species and had no signal enrichment, it was defined as a human-specific PEI. The same pipeline was used to identify species-specific PEIs in other mammals.

The identification of species-conserved and human-specific PEIs across three species (humans, pigs, and sheep) for four ATs (SAT, GOM, MAD, and RAD) was performed with the same procedure.

### Chromatin 3D modeling

The local 3D chromosome conformations were inferred based on the KR normalized intra-chromosomal Hi-C contact maps (at 10 kb resolution) by using an approximation of the multidimensional scaling (MDS) method as implemented in the miniMDS Python package (https://github.com/seqcode/miniMDS) (95) with default parameters. PyMOL (version 2.5.2) was used to simulate the local 3D chromatin conformation of the genome.

### Detection of TF binding motifs

The TF binding motif enrichment analysis for the ATAC-seq peaks within species-conserved and human-specific PEIs was performed using the Analysis of Motif Enrichment tool (96) within the MEME suite (version 5.4.1) (97) with default settings. HOCOMOCO Human (version 11 CORE) database (98) was selected as the source of the motifs. For motif occurrences, FIMO (version 5.1.1) (99) was used with default parameters. The TFs whose binding displayed human-specific or species-conserved PEIs preference were determined by the difference of motif enrichment *p* value (−log_10_) between HS and species-conserved PEIs (|△| > 5).

### Identification and visualization of TF pairs associated with HS PEI formation

The TF pairs potentially involved in human-specific PEI formation were identified using a computational framework described in a previous study (100) with minor modifications. The process involves the following steps (1): TF motifs that occurred at least three times within ATAC-seq peaks of promoter or enhancer were considered, the analytical procedures of motif occurrence are described in “Detection of transcription factor binding motifs” (2); the expression of TF genes require TPM > 1 in human SATs (3); the predicted TF pairs between promoter and enhancer can recover direct PPIs or indirect PPIs (PPI separated by one protein in the PPI network, since intermediate proteins could be involved in PEIs formation) in the STRING database (version 11.5) (55). To identify the significant TF pairs that occur in human-specific PEIs rather than species-conserved PEIs, a Mann-Whitney U-test was used with *p* < 0.05 as the cutoff.

### Identification of expanded gene families

The expanded gene families were identified using computational analysis of gene family evolution (CAFE) as described in a previous report (101) with minor modifications. A specified phylogenetic tree of seven species (including humans, mice, rats, rabbits, pigs, sheep, and dogs) was obtained from the TimeTree database (102). We calculated the gene family size in each species based on the homologous genes across the seven species, which were downloaded from the Ensembl database (release 103). Then, the specified phylogenetic tree and the gene family size in each of the seven species were used as inputs to perform a statistical analysis of the evolution of the size of gene families using the public CAFE software (http://www.bio.indiana.edu/∼hahnlab/Software.html) with default parameters. The expanded gene family for each species was defined using the criteria *p* value < 0.05.

### Gene expression normalization

The gene expressions of single-copy orthologous genes across seven species were normalized using a scaling procedure as described in a previous report (63). The gene expressions of single-copy orthologous genes were first log_2_-transformed. Then, using single-copy orthologous genes whose expression is in the interquartile range, we identified 1000 single-copy orthologous genes with the most-conserved ranks among samples. We calculated the median expression levels of these most-conserved single-copy orthologous genes in each sample and derived scaling factors that adjusted these medians to a common value. Finally, the expression level of all single-copy orthologous genes was normalized among samples using these scaling factors.

### Functional enrichment analysis

Functional enrichment of specific gene sets was performed using Metascape (http://metascape.org) (103) with default settings. Gene Ontology (GO)-biological processes (GO-BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were selected as ontology sources. The most statistically significant terms in each cluster are shown.

### Statistical analyses

For all the bar graphs, data are represented as mean ± SD. All statistical analyses were performed in R (version 3.6.1), and statistical details can be found in the figure legend.

## Data availability

The RNA-seq and *in situ* Hi-C dataset generated in this study are available at Gene Expression Omnibus (GEO) database (GSE199968, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199968). Sources of public datasets analyzed during the current study are listed in Table S1.

## Supporting information

This article contains supporting information: Tables S1–S16, Figures S1–S12.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## References

[1] Wajchenberg B.L. (2000). Subcutaneous and visceral adipose tissue: their relation to the metabolic syndrome. Endocr. Rev..

[2] Lee M.J., Wu Y., Fried S.K. (2013). Adipose tissue heterogeneity: implication of depot differences in adipose tissue for obesity complications. Mol. Aspects. Med..

[3] Sakers A., De Siqueira M.K., Seale P., Villanueva C.J. (2022). Adipose-tissue plasticity in health and disease. Cell.

[4] Hajer G.R., van Haeften T.W., Visseren F.L. (2008). Adipose tissue dysfunction in obesity, diabetes, and vascular diseases. Eur. Heart J..

[5] Bluher M. (2009). Adipose tissue dysfunction in obesity. Exp. Clin. Endocrinol. Diabetes.

[6] Donohoe C.L., Lysaght J., O'Sullivan J., Reynolds J.V. (2017). Emerging concepts linking obesity with the hallmarks of cancer. Trends. Endocrinol. Metab..

[7] Dietz W., Santos-Burgoa C. (2020). Obesity and its implications for COVID-19 mortality. Obesity.

[8] Lafontan M., Girard J. (2008). Impact of visceral adipose tissue on liver metabolism. Part I: Heterogeneity of adipose tissue and functional properties of visceral adipose tissue. Diabetes Metab..

[9] Morigny P., Boucher J., Arner P., Langin D. (2021). Lipid and glucose metabolism in white adipocytes: pathways, dysfunction and therapeutics. Nat. Rev. Endocrinol..

[10] Walker G.E., Marzullo P., Ricotti R., Bona G., Prodam F. (2014). The pathophysiology of abdominal adipose tissue depots in health and disease. Horm. Mol. Biol. Clin. Investig..

[11] Karastergiou K., Fried S.K. (2017). Cellular mechanisms driving sex differences in adipose tissue biology and body shape in humans and mouse models. Adv. Exp. Med. Biol..

[12] Shimizu I., Yoshida Y., Minamino T. (2015). Maintenance of subcutaneous fat homeostasis improves systemic metabolic dysfunction in obesity. Diabetes.

[13] Liu Y., Ge X., Dou X., Guo L., Liu Y., Zhou S.R. (2015). Protein inhibitor of activated STAT 1 (PIAS1) protects against obesity-induced insulin resistance by inhibiting inflammation cascade in adipose tissue. Diabetes.

[14] Sjostedt E., Zhong W., Fagerberg L., Karlsson M., Mitsios N., Adori C. (2020). An atlas of the protein-coding genes in the human, pig, and mouse brain. Science.

[15] Chen H., Li C., Zhou Z., Liang H. (2018). Fast-evolving human-specific neural enhancers are associated with aging-related diseases. Cell. Syst..

[16] Luo X., Liu Y., Dang D., Hu T., Hou Y., Meng X. (2021). 3D Genome of macaque fetal brain reveals evolutionary innovations during primate corticogenesis. Cell.

[17] Ma S., Yim S.H., Lee S.G., Kim E.B., Lee S.R., Chang K.T. (2015). Organization of the mammalian metabolome according to organ function, lineage specialization, and longevity. Cell Metab..

[18] Zwick R.K., Guerrero-Juarez C.F., Horsley V., Plikus M.V. (2018). Anatomical, physiological, and functional diversity of adipose tissue. Cell Metab..

[19] Zuriaga M.A., Fuster J.J., Gokce N., Walsh K. (2017). Humans and mice display opposing patterns of "browning" gene expression in visceral and subcutaneous white adipose tissue depots. Front. Cardiovasc. Med..

[20] Sun W., Dong H., Balaz M., Slyper M., Drokhlyansky E., Colleluori G. (2020). snRNA-seq reveals a subpopulation of adipocytes that regulates thermogenesis. Nature.

[21] Swain-Lenz D., Berrio A., Safi A., Crawford G.E., Wray G.A. (2019). Comparative analyses of chromatin landscape in white adipose tissue suggest humans may have less beigeing potential than other primates. Genome Biol. Evol..

[22] Won H., Huang J., Opland C.K., Hartl C.L., Geschwind D.H. (2019). Human evolved regulatory elements modulate genes involved in cortical expansion and neurodevelopmental disease susceptibility. Nat. Commun..

[23] Won H., de la Torre-Ubieta L., Stein J.L., Parikshak N.N., Huang J., Opland C.K. (2016). Chromosome conformation elucidates regulatory relationships in developing human brain. Nature.

[24] Jin L., Tang Q., Hu S., Chen Z., Zhou X., Zeng B. (2021). A pig BodyMap transcriptome reveals diverse tissue physiologies and evolutionary dynamics of transcription. Nat. Commun..

[25] Jin L. (2022).

[26] Rowley M.J., Nichols M.H., Lyu X., Ando-Kuri M., Rivera I.S.M., Hermetz K. (2017). Evolutionarily conserved principles predict 3D chromatin organization. Mol. Cell.

[27] Crane E., Bian Q., McCord R.P., Lajoie B.R., Wheeler B.S., Ralston E.J. (2015). Condensin-driven remodelling of X chromosome topology during dosage compensation. Nature.

[28] Yang Y., Gu Q., Zhang Y., Sasaki T., Crivello J., O'Neill R.J. (2018). Continuous-trait probabilistic model for comparing multi-species functional genomic data. Cell Syst..

[29] Eisenberg E., Levanon E.Y. (2013). Human housekeeping genes, revisited. Trends. Genet..

[30] Park Y.S., Uddin M.J., Piao L., Hwang I., Lee J.H., Ha H. (2016). Novel role of endogenous catalase in macrophage polarization in adipose tissue. Med. Inflamm..

[31] Akl M.G., Fawzy E., Deif M., Farouk A., Elshorbagy A.K. (2017). Perturbed adipose tissue hydrogen peroxide metabolism in centrally obese men: association with insulin resistance. PLoS One.

[32] Hu C., Zhang R., Wang C., Wang J., Ma X., Hou X. (2010). Variants from GIPR, TCF7L2, DGKB, MADD, CRY2, GLIS3, PROX1, SLC30A8 and IGF1 are associated with glucose metabolism in the Chinese. PLoS One.

[33] Wen X., Yang Y. (2017). Emerging roles of GLIS3 in neonatal diabetes, type 1 and type 2 diabetes. J. Mol. Endocrinol..

[34] Senee V., Chelala C., Duchatelet S., Feng D., Blanc H., Cossec J.C. (2006). Mutations in GLIS3 are responsible for a rare syndrome with neonatal diabetes mellitus and congenital hypothyroidism. Nat. Genet..

[35] Dixon J.R., Selvaraj S., Yue F., Kim A., Li Y., Shen Y. (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature.

[36] Rudan M.V., Barrington C., Henderson S., Ernst C., Odom D.T., Tanay A. (2015). Comparative Hi-C reveals that CTCF underlies evolution of chromosomal domain architecture. Cell Rep..

[37] Lazar N.H., Nevonen K.A., O'Connell B., McCann C., O'Neill R.J., Green R.E. (2018). Epigenetic maintenance of topological domains in the highly rearranged gibbon genome. Genome Res..

[38] Schoenfelder S., Fraser P. (2019). Long-range enhancer-promoter contacts in gene expression control. Nat. Rev. Genet..

[39] Ron G., Globerson Y., Moran D., Kaplan T. (2017). Promoter-enhancer interactions identified from Hi-C data using probabilistic models and hierarchical topological domains. Nat. Commun..

[40] Schoenfelder S., Furlan-Magaril M., Mifsud B., Tavares-Cadete F., Sugar R., Javierre B.M. (2015). The pluripotent regulatory circuitry connecting promoters to their long-range interacting elements. Genome Res..

[41] Whalen S., Truty R.M., Pollard K.S. (2016). Enhancer-promoter interactions are encoded by complex genomic signatures on looping chromatin. Nat. Genet..

[42] Cao Q., Anyansi C., Hu X., Xu L., Xiong L., Tang W. (2017). Reconstruction of enhancer-target networks in 935 samples of human primary cells, tissues and cell lines. Nat. Genet..

[43] Zhang L.L., Liu D.Y., Ma L.Q., Luo Z.D., Cao T.B., Zhong J. (2007). Activation of transient receptor potential vanilloid type-1 channel prevents adipogenesis and obesity. Circ. Res..

[44] Siersbaek R., Madsen J.G.S., Javierre B.M., Nielsen R., Bagge E.K., Cairns J. (2017). Dynamic rewiring of promoter-anchored chromatin loops during adipocyte differentiation. Mol. Cell.

[45] Hao R.H., Guo Y., Wang C., Chen F., Di C.X., Dong S.S. (2022). Lineage-specific rearrangement of chromatin loops and epigenomic features during adipocytes and osteoblasts commitment. Cell Death Differ..

[46] Watanabe K., Stringer S., Frei O., Umicevic Mirkov M., de Leeuw C., Polderman T.J.C. (2019). A global overview of pleiotropy and genetic architecture in complex traits. Nat. Genet..

[47] Zabidi M.A., Stark A. (2016). Regulatory enhancer-core-promoter communication *via* transcription factors and cofactors. Trends. Genet..

[48] Wu Z., Wang S. (2013). Role of kruppel-like transcription factors in adipogenesis. Dev. Biol..

[49] Gluscevic M., Paradise C.R., Dudakovic A., Karperien M., Dietz A.B., van Wijnen A.J. (2020). Functional expression of ZNF467 and PCBP2 supports adipogenic lineage commitment in adipose-derived mesenchymal stem cells. Gene.

[50] Kumari M., Wang X., Lantier L., Lyubetskaya A., Eguchi J., Kang S. (2016). IRF3 promotes adipose inflammation and insulin resistance and represses browning. J. Clin. Invest..

[51] Hu R.D., Zhang W., Li L., Zuo Z.Q., Ma M., Ma J.F. (2021). Chromatin accessibility analysis identifies the transcription factor ETV5 as a suppressor of adipose tissue macrophage activation in obesity. Cell. Death Dis..

[52] Boyle K.B., Hadaschik D., Virtue S., Cawthorn W.P., Ridley S.H., O'Rahilly S. (2009). The transcription factors Egr1 and Egr2 have opposing influences on adipocyte differentiation. Cell. Death Dis..

[53] Birsoy K., Berry R., Wang T., Ceyhan O., Tavazoie S., Friedman J.M. (2011). Analysis of gene networks in white adipose tissue development reveals a role for ETS2 in adipogenesis. Development.

[54] Miyashita H., Kanemura M., Yamazaki T., Abe M., Sato Y. (2004). Vascular endothelial zinc finger 1 is involved in the regulation of angiogenesis: possible contribution of stathmin/OP18 as a downstream target gene. Arterioscler. Thromb. Vasc. Biol..

[55] Szklarczyk D., Gable A.L., Lyon D., Junge A., Wyder S., Huerta-Cepas J. (2019). STRING v11: Protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucl. Acids Res..

[56] Spielmann M., Lupianez D.G., Mundlos S. (2018). Structural variation in the 3D genome. Nat. Rev. Genet..

[57] Doan R.N., Bae B.I., Cubelos B., Chang C., Hossain A.A., Al-Saad S. (2016). Mutations in human accelerated regions disrupt cognition and social behavior. Cell.

[58] Capra J.A., Erwin G.D., McKinsey G., Rubenstein J.L., Pollard K.S. (2013). Many human accelerated regions are developmental enhancers. Philos. Trans. R. Soc. Lond. B. Biol. Sci..

[59] Soutar A.K., Naoumova R.P. (2007). Mechanisms of disease: genetic causes of familial hypercholesterolemia. Nat. Clin. Pract. Cardiovasc. Med..

[60] West-Eberhard M.J. (2019). Nutrition, the visceral immune system, and the evolutionary origins of pathogenic obesity. Proc. Natl. Acad. Sci. U. S. A..

[61] Pond C.M., Symonds M.E. (2017). *Adipose Tissue Biology*.

[62] Pond C.M. (1992). An evolutionary and functional view of mammalian adipose tissue. Proc. Nutr. Soc..

[63] Brawand D., Soumillon M., Necsulea A., Julien P., Csardi G., Harrigan P. (2011). The evolution of gene expression levels in mammalian organs. Nature.

[64] Sudmant P.H., Alexis M.S., Burge C.B. (2015). Meta-analysis of RNA-seq expression data across species, tissues and studies. Genome Biol..

[65] Chen C., Yu W., Tober J., Gao P., He B., Lee K. (2019). Spatial genome re-organization between fetal and adult hematopoietic stem cells. Cell Rep..

[66] Villar D., Berthelot C., Aldridge S., Rayner T.F., Lukk M., Pignatelli M. (2015). Enhancer evolution across 20 mammalian species. Cell.

[67] Vierstra J., Rynes E., Sandstrom R.S., Zhang M., Canfield T.K., Hansen R.S. (2014). Mouse regulatory DNA landscapes reveal global principles of cis-regulatory evolution. Science.

[68] Young R.S., Hayashizaki Y., Andersson R., Sandelin A., Kawaji H., Itoh M. (2015). The frequent evolutionary birth and death of functional promoters in mouse and human. Genome Res..

[69] Loisel D.A., Rockman M.V., Wray G.A., Altmann J., Alberts S.C. (2006). Ancient polymorphism and functional variation in the primate MHC-DQA1 5′ cis-regulatory region. Proc. Natl. Acad. Sci. U. S. A..

[70] Pai A.A., Bell J.T., Marioni J.C., Pritchard J.K., Gilad Y. (2011). A genome-wide study of DNA methylation patterns and gene expression levels in multiple human and chimpanzee tissues. PLoS. Genet..

[71] Zhou X., Cain C.E., Myrthil M., Lewellen N., Michelini K., Davenport E.R. (2014). Epigenetic modifications are associated with inter-species gene expression variation in primates. Genome Biol..

[72] Cain C.E., Blekhman R., Marioni J.C., Gilad Y. (2011). Gene expression differences among primates are associated with changes in a histone epigenetic modification. Genetics.

[73] Berthelot C., Villar D., Horvath J.E., Odom D.T., Flicek P. (2018). Complexity and conservation of regulatory landscapes underlie evolutionary resilience of mammalian gene expression. Nat. Ecol. Evol..

[74] Frankel N., Davis G.K., Vargas D., Wang S., Payre F., Stern D.L. (2010). Phenotypic robustness conferred by apparently redundant transcriptional enhancers. Nature.

[75] Osterwalder M., Barozzi I., Tissieres V., Fukuda-Yuzawa Y., Mannion B.J., Afzal S.Y. (2018). Enhancer redundancy provides phenotypic robustness in mammalian development. Nature.

[76] Zeng F., Wang Y., Kloepfer L.A., Wang S., Harris R.C. (2018). ErbB4 deletion predisposes to development of metabolic syndrome in mice. Am. J. Physiol. Endocrinol. Metab..

[77] Burini R.C., Leonard W.R. (2018). The evolutionary roles of nutrition selection and dietary quality in the human brain size and encephalization. Nutrire.

[78] Leonard W.R., Snodgrass J.J., Robertson M.L., Montmayeur J.P., le Coutre J. (2010). Fat Detection: Taste, Texture, and Post Ingestive Effects.

[79] Leonard W.R., Snodgrass J.J., Robertson M.L. (2007). Effects of brain evolution on human nutrition and metabolism. Annu. Rev. Nutr..

[80] Sveidahl Johansen O., Ma T., Hansen J.B., Markussen L.K., Schreiber R., Reverte-Salisa L. (2021). Lipolysis drives expression of the constitutively active receptor GPR3 to induce adipose thermogenesis. Cell.

[81] Stine R.R., Shapira S.N., Lim H.W., Ishibashi J., Harms M., Won K.J. (2016). EBF2 promotes the recruitment of beige adipocytes in white adipose tissue. Mol. Metab..

[82] Knebel B., Kotzka J., Lehr S., Hartwig S., Avci H., Jacob S. (2013). A mutation in the c-fos gene associated with congenital generalized lipodystrophy. Orphanet J. Rare Dis..

[83] Benjamin L.E. (2001). Glucose, VEGF-A, and diabetic complications. Am. J. Pathol..

[84] Thurman R.E., Rynes E., Humbert R., Vierstra J., Maurano M.T., Haugen E. (2012). The accessible chromatin landscape of the human genome. Nature.

[85] Stricker S.H., Koferle A., Beck S. (2017). From profiles to function in epigenomics. Nat. Rev. Genet..

[86] Allis C.D., Jenuwein T. (2016). The molecular hallmarks of epigenetic control. Nat. Rev. Genet..

[87] Zhang J., Liu P., He M., Wang Y., Kui H., Jin L. (2022). Reorganization of 3D genome architecture across wild boar and Bama pig adipose tissues. J. Anim. Sci. Biotechnol..

[88] Bray N.L., Pimentel H., Melsted P., Pachter L. (2016). Erratum: near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol..

[89] Durand N.C., Shamim M.S., Machol I., Rao S.S., Huntley M.H., Lander E.S. (2016). Juicer provides a one-click system for analyzing loop-resolution Hi-C experiments. Cell Syst..

[90] Li H., Durbin R. (2010). Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics.

[91] Knight P.A., Ruiz D. (2013). A fast algorithm for matrix balancing. IMA J. Numer. Anal..

[92] Fletez-Brant K., Qiu Y., Gorkin D.U., Hu M., Hansen K.D. (2021). Removing unwanted variation between samples in Hi-C experiments. bioRxiv.

[93] Yang T., Zhang F., Yardimci G.G., Song F., Hardison R.C., Noble W.S. (2017). HiCRep: assessing the reproducibility of Hi-C data using a stratum-adjusted correlation coefficient. Genome Res..

[94] Li D., Ning C., Zhang J., Wang Y., Tang Q., Kui H. (2022). Dynamic transcriptome and chromatin architecture in granulosa cells during chicken folliculogenesis. Nat. Commun..

[95] Rieber L., Mahony S. (2017). miniMDS: 3D structural inference from high-resolution Hi-C data. Bioinform..

[96] McLeay R.C., Bailey T.L. (2010). Motif enrichment analysis: a unified framework and an evaluation on ChIP data. BMC Bioinform..

[97] Bailey T.L., Johnson J., Grant C.E., Noble W.S. (2015). The MEME suite. Nucl. Acids Res..

[98] Kulakovskiy I.V., Vorontsov I.E., Yevshin I.S., Sharipov R.N., Fedorova A.D., Rumynskiy E.I. (2018). HOCOMOCO: towards a complete collection of transcription factor binding models for human and mouse *via* large-scale ChIP-seq analysis. Nucl. Acids Res..

[99] Grant C.E., Bailey T.L., Noble W.S. (2011). Fimo: scanning for occurrences of a given motif. Bioinformatics.

[100] Liu L., Zhang L.R., Dao F.Y., Yang Y.C., Lin H. (2021). A computational framework for identifying the transcription factors involved in enhancer-promoter loop formation. Mol. Ther. Nucl. Acids.

[101] De Bie T., Cristianini N., Demuth J.P., Hahn M.W. (2006). Cafe: a computational tool for the study of gene family evolution. Bioinformatics.

[102] Kumar S., Stecher G., Suleski M., Hedges S.B. (2017). TimeTree: a resource for timelines, timetrees, and divergence times. Mol. Biol. Evol..

[103] Zhou Y., Zhou B., Pache L., Chang M., Khodabakhshi A.H., Tanaseichuk O. (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat. Commun..

# Supplementary material for: Comparative three-dimensional genome architectures of adipose tissues provide insight into human-specific regulation of metabolic homeostasis
**Source:** J Biol Chem. 2023 Apr 27;299(6):104757. doi: 10.1016/j.jbc.2023.104757
**Supplement:** Supplementary figures

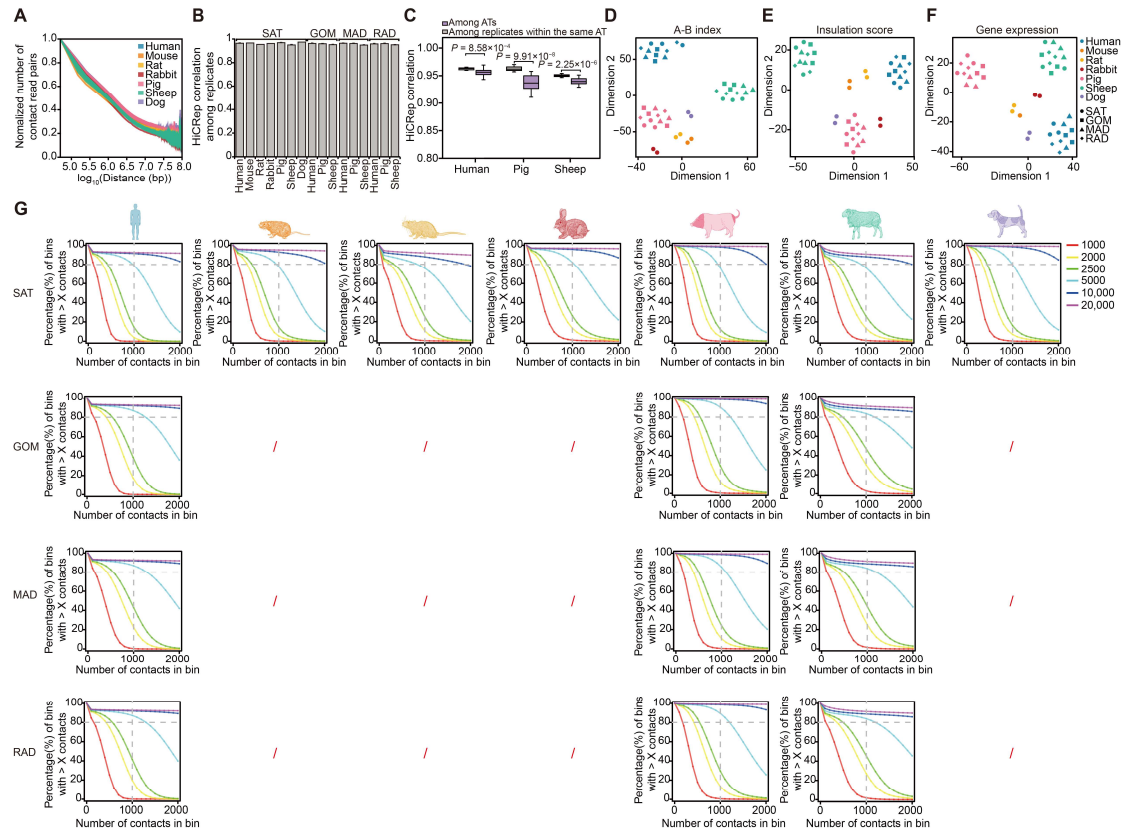

**Figure. S1 Basic characterization of Hi-C data from different species.**

**(A)** Log-log contact frequency as a function of genomic distance for each Hi-C library. **(B)** Pairwise correlation of intra-chromosomal Hi-C contacts between biological replicates was calculated using HiCRep at 100 kb resolution. Data are represented as mean  $\pm$  SD. **(C)** Estimated interrelationship of intra-chromosomal Hi-C matrices between different ATs within human, pig, and sheep species, respectively. **(D-F)** t-SNE visualization of samples based on the A-B index **(D)**, insulation score **(E)**, and expression level **(F)** of 9472 single-copy orthologous genes between seven mammals. **(G)** Evaluation of Hi-C resolution. Hi-C map resolutions at various bin sizes (including 1, 2, 2.5, 5, 10, and 20 kb). The maximum resolution was defined as the smallest bin size, where 80% of loci had at least 1000 intra-chromosomal contact reads.

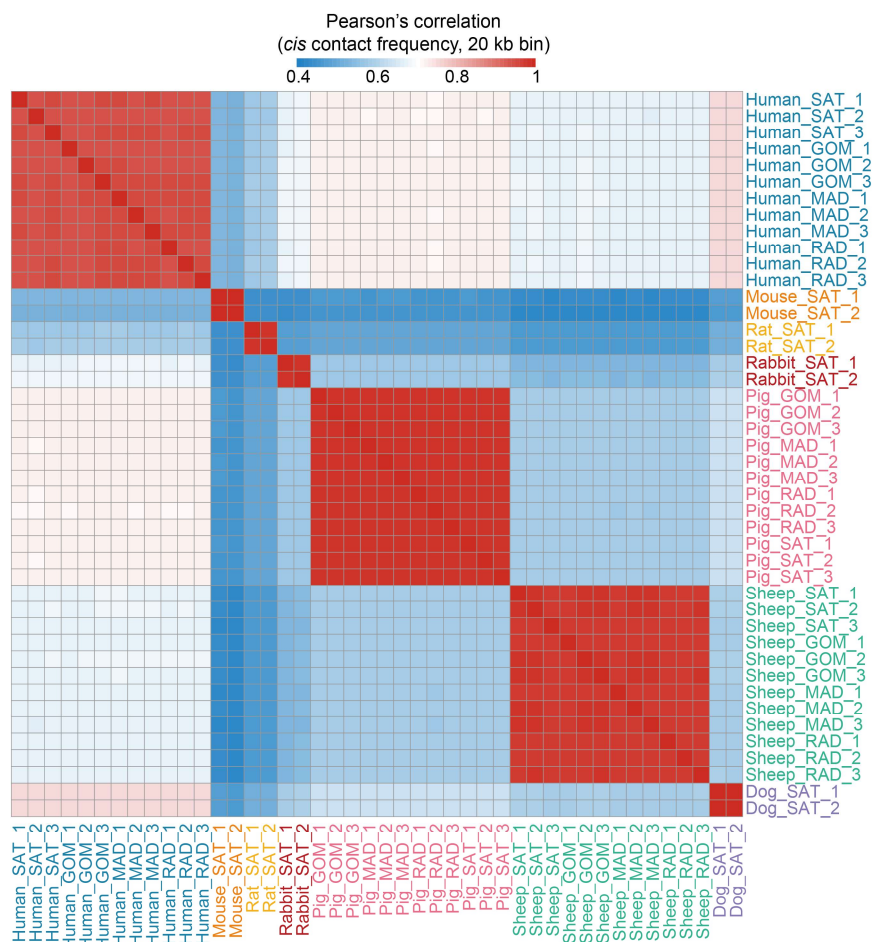

**Figure. S2 Overall similarity among all 44 Hi-C datasets.** Heat map showing the pairwise Pearson correlation coefficients among all 44 Hi-C datasets, based on the contact frequency of homologous *cis* Hi-C interactions among seven species at 20-kb resolution.

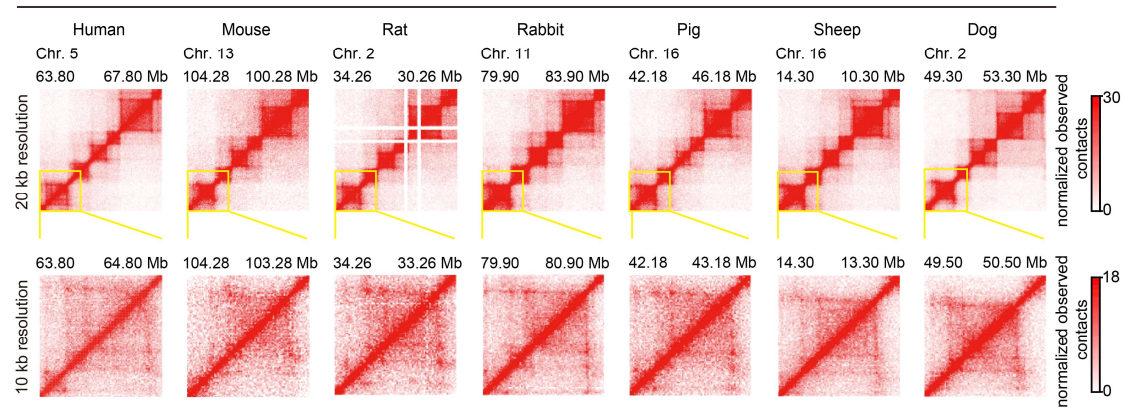

**Figure. S3 Illustration of Hi-C contact maps across seven mammalian SATs at 20-kb and 10-kb resolution, respectively.** Hi-C maps were normalized using the Knight-Ruiz (KR) algorithm.

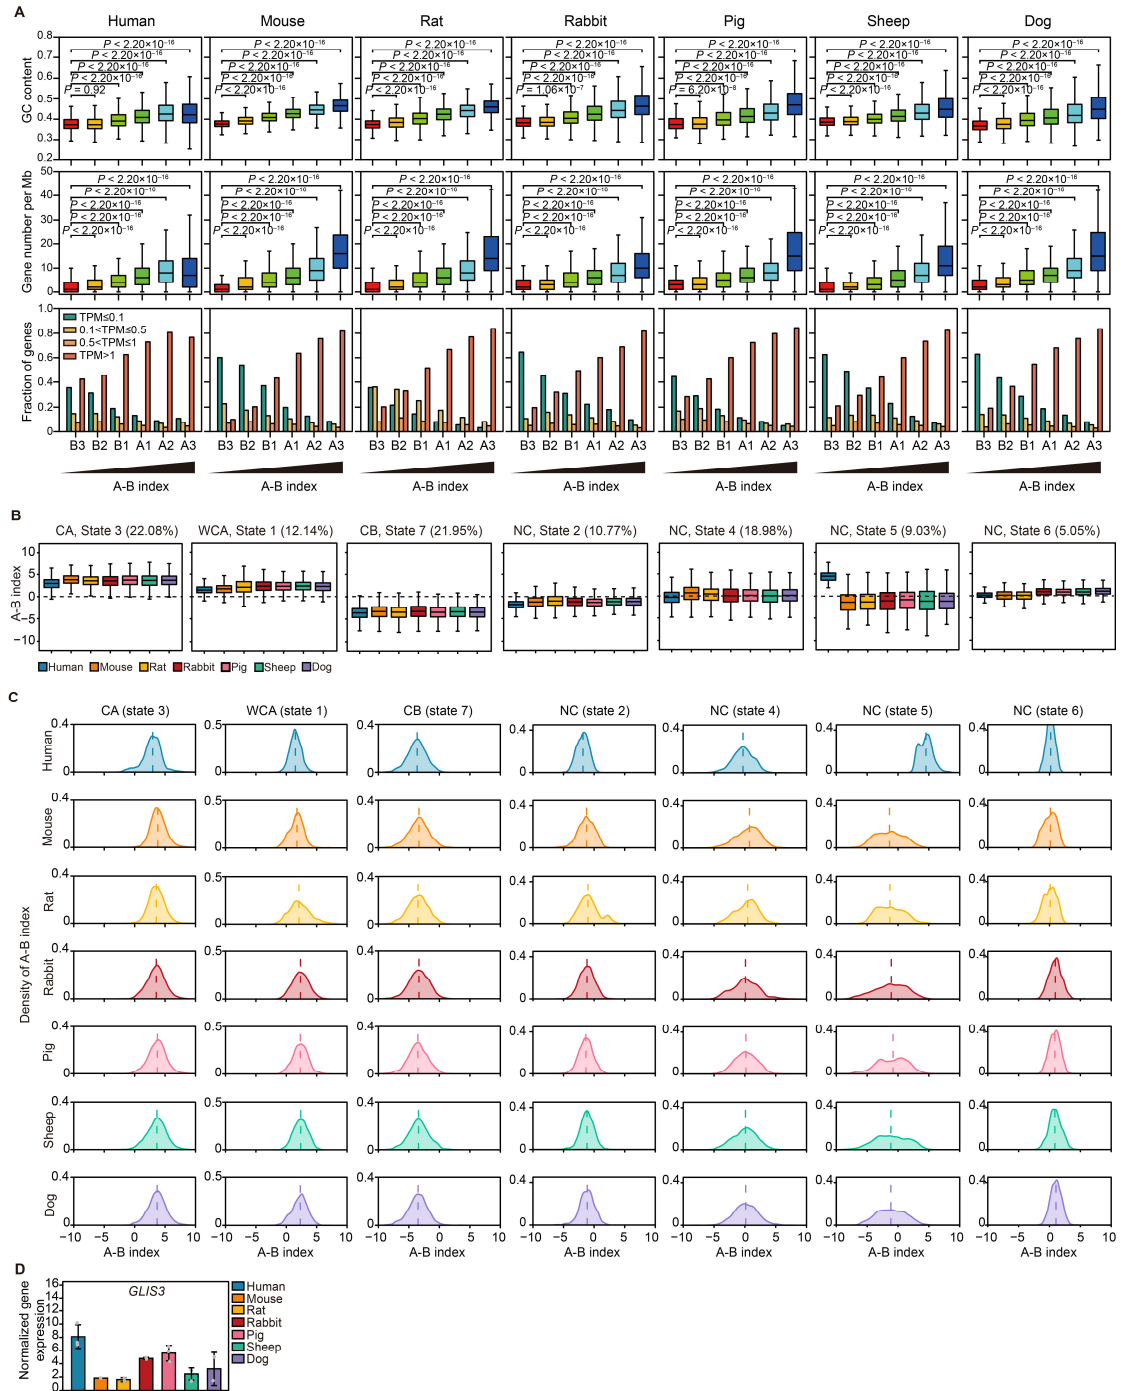

**Figure. S4 Characterization of A/B compartment among mammalian SATs.**

**(A)** Distribution of GC content (top panel), gene density (middle panel), and gene expression level (bottom panel) in each mammalian SAT, separated by A-B index categories. A and B compartments were divided into three categories of the same size. The box denotes the 25th to 75th percentile, the horizontal bar is median, whiskers extend to 1.5\*IQR beyond the box, and outliers are omitted. *P* values were calculated by Wilcoxon rank-sum test. **(B)** Different patterns of the A-B index across seven mammalian SATs were predicted by Phylo-HMGP for all seven states. Box plots of the

A-B index distributions in seven mammals in each predicted state are shown. It is noted that four compartment states have been shown in Fig. 2A and are shown again here for completeness. **(C)** Density plot of the A-B index of each compartment state in each mammal species. The colored dotted line represents the median A-B index. **(D)** Normalized expression level of the *GLIS3* gene among seven mammalian SATs.

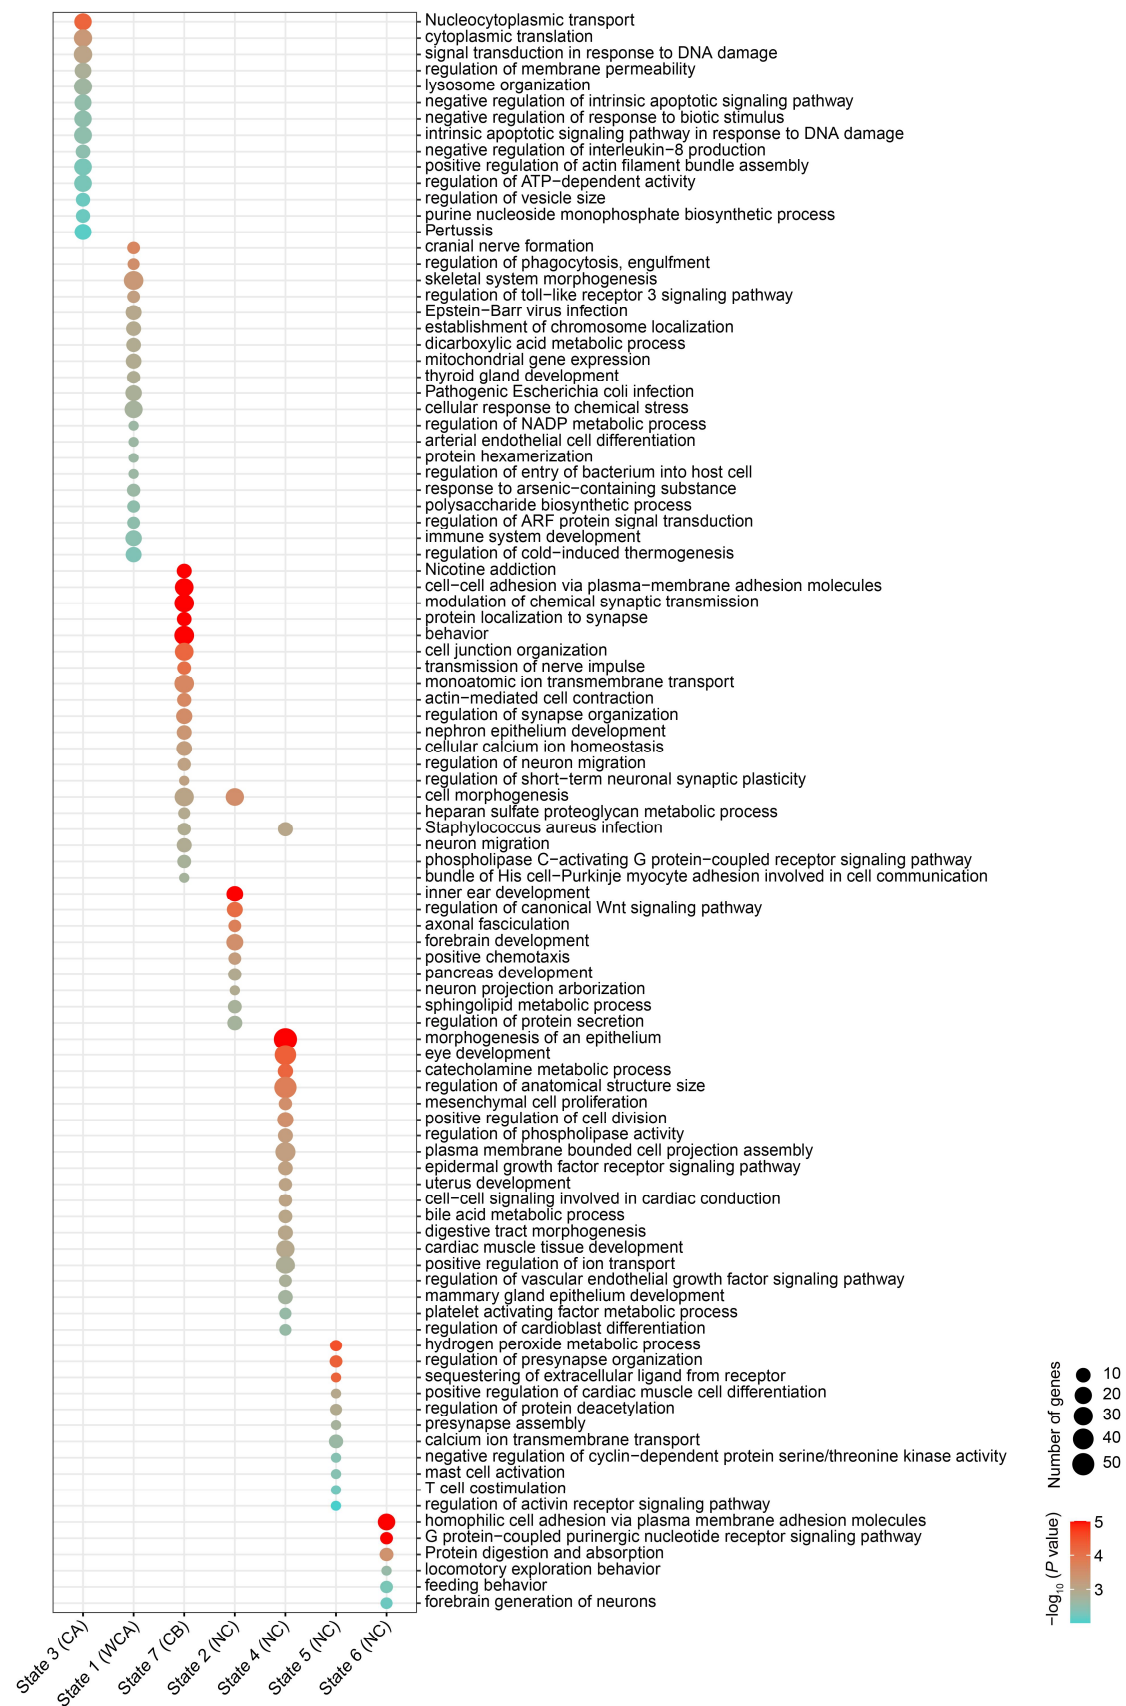

**Figure. S5 Functional enrichment analysis of the genes embedded in each compartment state.**

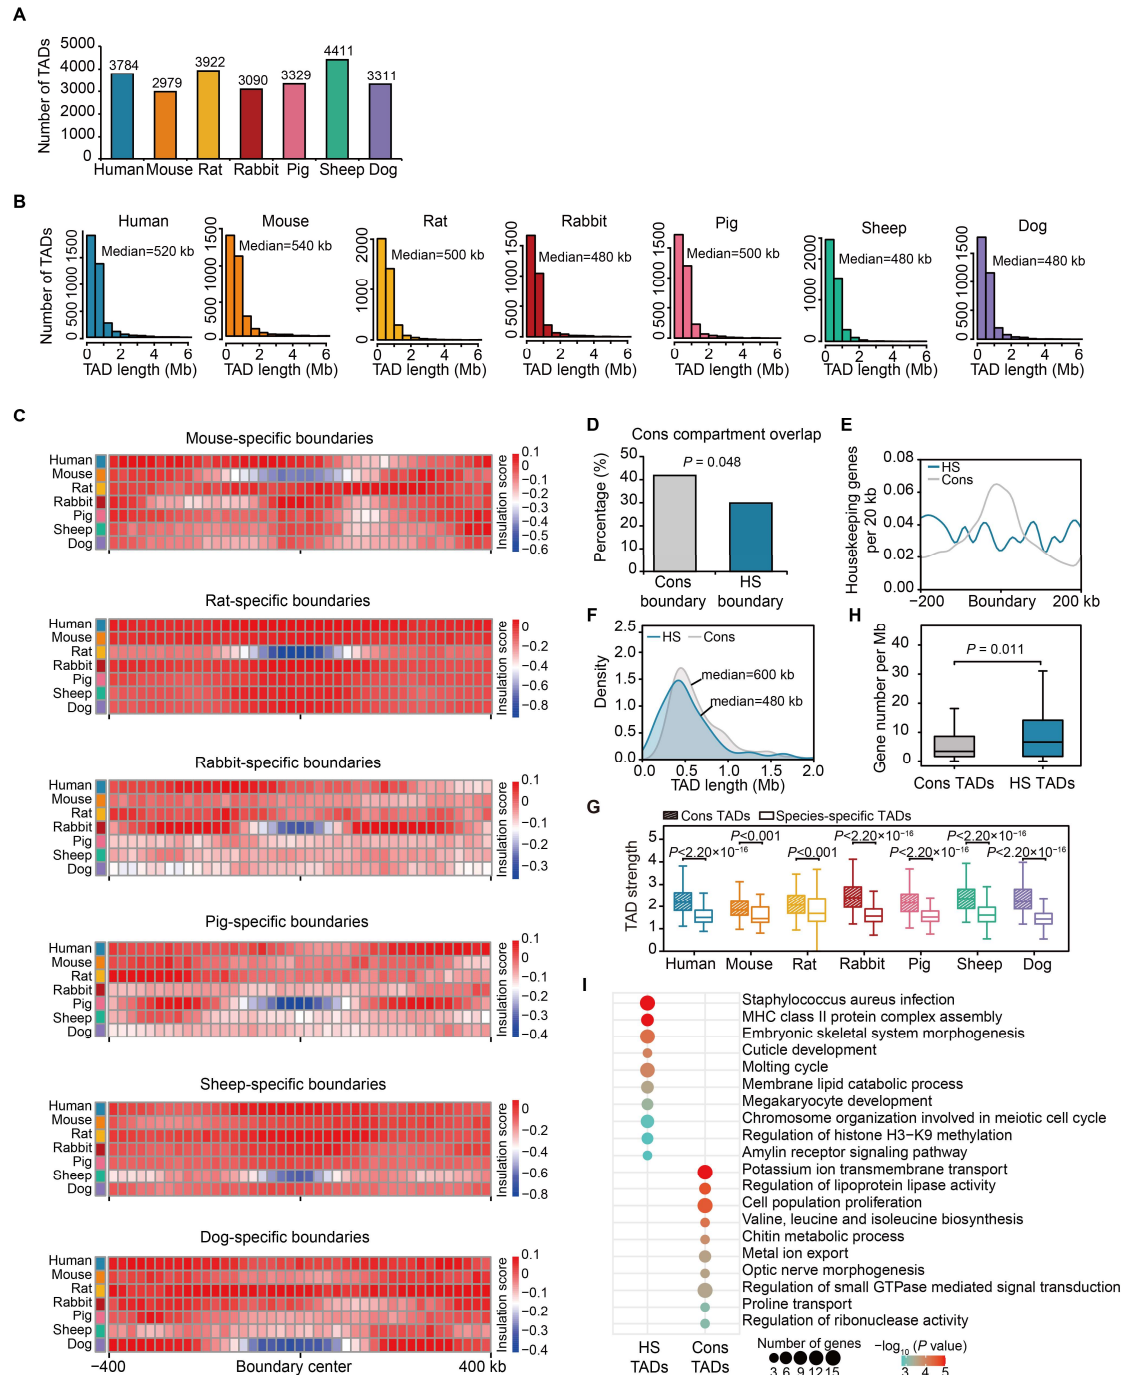

**Figure. S6 Characterization of TADs among mammalian SATs.**

**(A)** Number of TADs identified in each mammalian SAT. **(B)** Distribution of TAD length in each mammalian SAT. **(C)** Average insulation score profiles in 400-kb regions centered on species-specific TAD boundaries at 20 kb resolution. **(D)** The percentage of HS and Cons boundaries located within Cons compartments in human SAT. **(E)** Enrichment of housekeeping genes around HS and Cons boundaries in human SAT. **(F)** Distribution of HS and Cons TADs length in human SAT. **(G)** The TAD strength of Cons and respective species-specific TADs for each species. **(H)** Comparison of gene

density between HS and Cons TADs. **(I)** Functional enrichment analysis of genes within HS or Cons TADs.

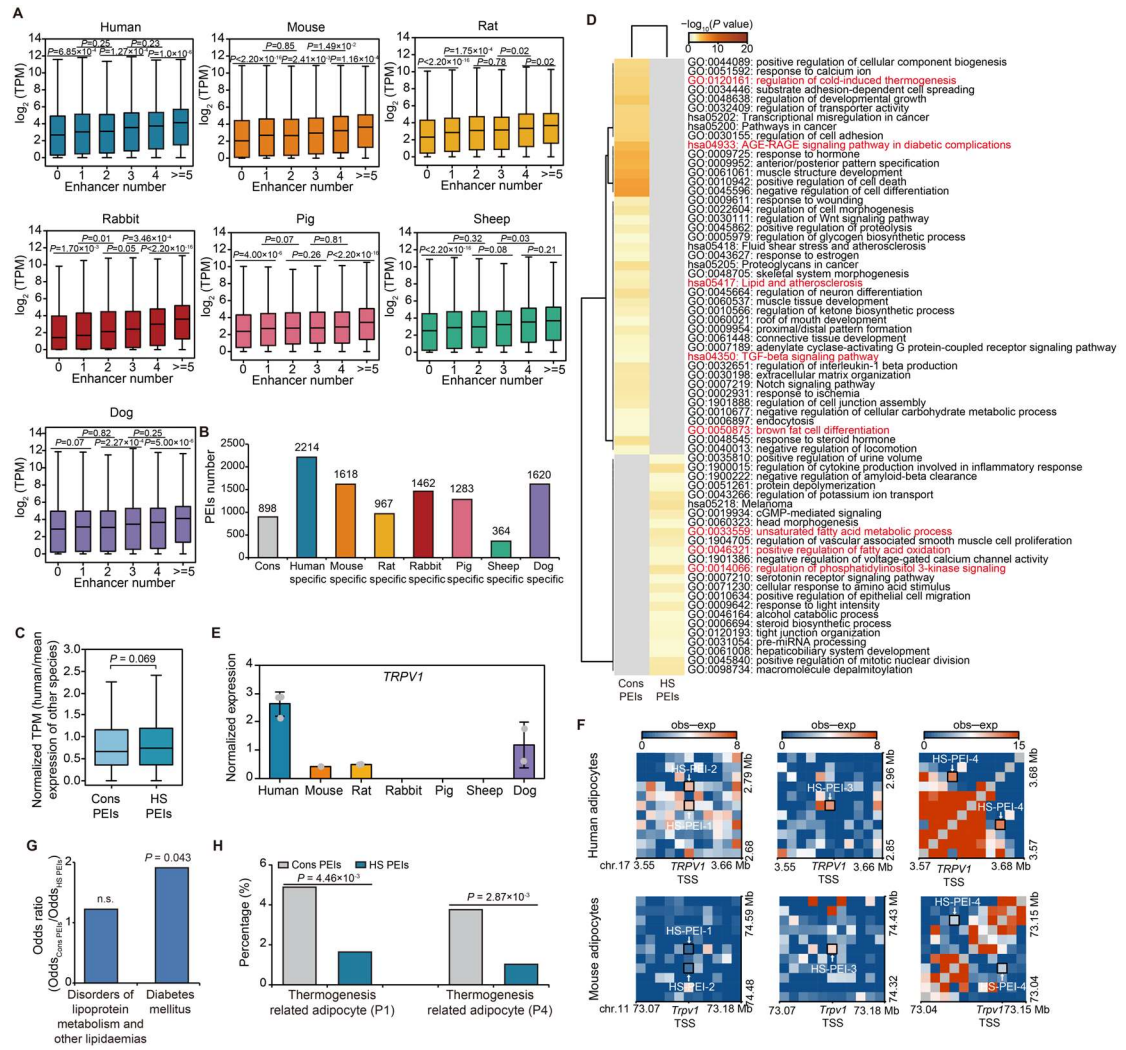

**Figure. S7 Characterization of PEIs among mammalian SATs.**

(A) Expression level of genes with different interacting enhancer numbers in each mammalian SAT.  $P$  values were calculated by Wilcoxon rank-sum test. (B) The number of Cons and species-specific PEIs. (C) Expression change of genes associated with Cons PEIs ( $n = 378$ ) and HS PEIs ( $n = 1463$ ) between SATs in humans and other mammals.  $P$  values were calculated by Student's  $t$ -test. (D) Functional enrichment of genes that are involved in Cons and HS PEIs. (E) The normalized expression level of the *TRPV1* gene among seven mammalian SATs. (F) Local contact maps around 4 HS PEIs (indicated by black squares) associated with the *TRPV1* gene in humans (upper panel) and mice (lower panel) adipocytes at 10-kb resolution. TSS: transcription start site. (G) Odds ratio showing the relationship between enhancer type and SNP enrichment. Odds ratio  $> 1$  indicates that enhancers associated with Cons PEIs tend to be enriched SNPs associated with specific traits more than HS PEIs. Fisher's exact test was used to determine significance. n.s.,  $P \geq 0.05$ . (H) The percentages of genes regulated by Cons and HS PEIs overlapped with highly-expressed gene sets of two thermogenesis-

related adipocyte subpopulations from the mice adipose tissue, which were named P1 and P4 and exhibited continuously increasing or decreasing compositions in ATs as temperature decreased, respectively.

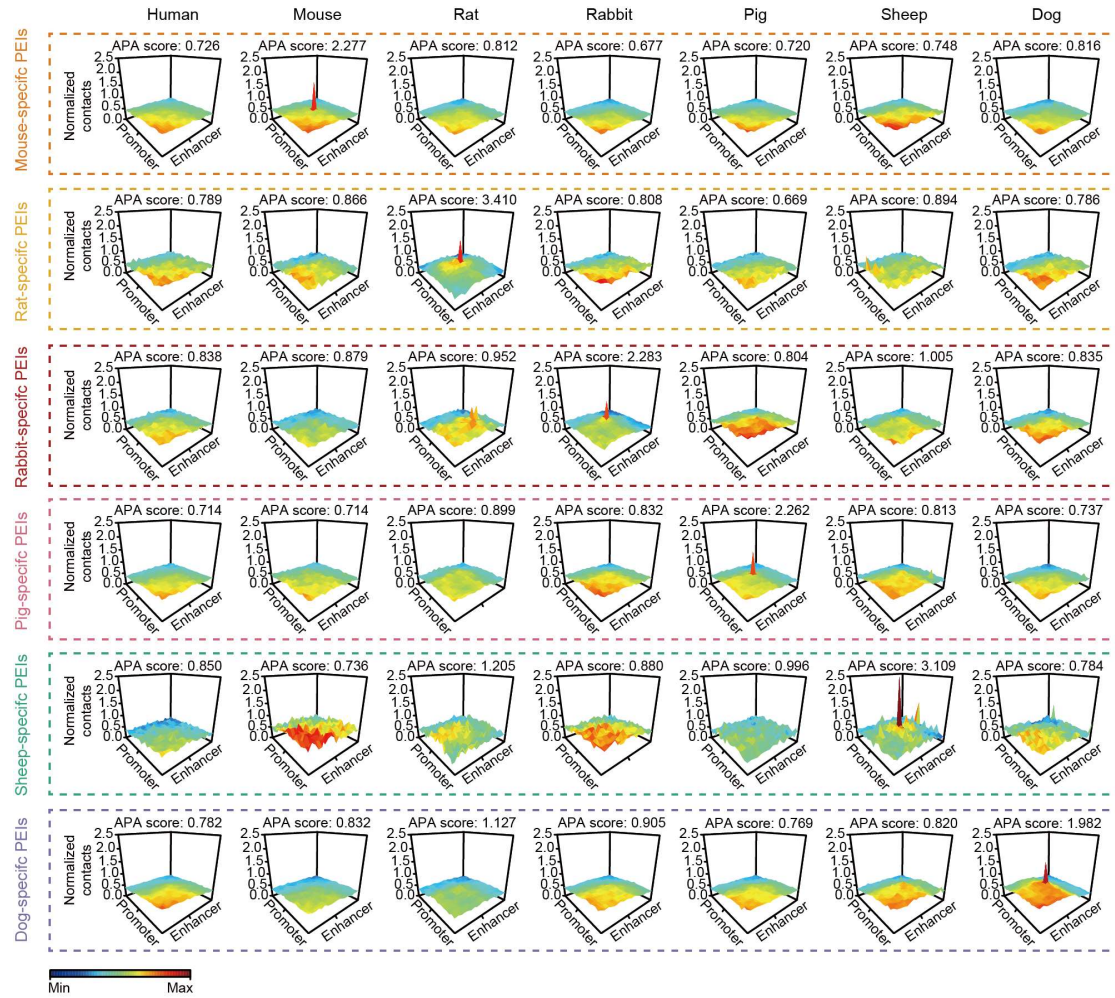

**Figure. S8 Normalized Hi-C signals around species-specific PEIs in each mammalian SAT at 10 kb resolution.**

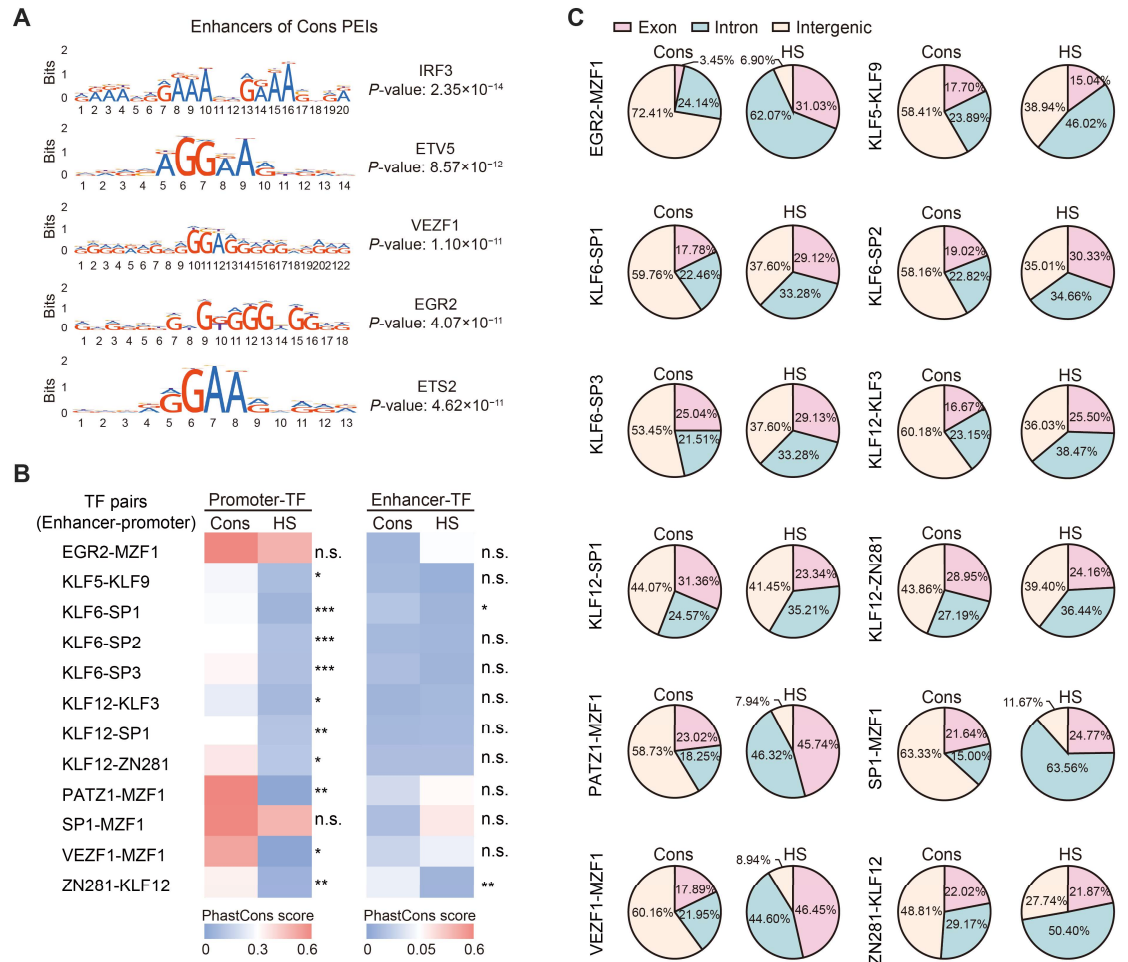

**Figure. S9 Characterization of transcription factor motifs enriched in human-specific and species-conserved PEIs.**

**(A)** Top five enriched TF motifs within the enhancer regions of Cons PEIs. **(B)** Sequence conservation of the binding sites of the candidate HS PEIs preferred TF pairs in Cons and HS PEIs. The base (nucleotide resolution) phastCons scores were collected from the UCSC Genome Browser based on Multiz alignment of 30 mammal species. Significance is indicated (Wilcoxon rank-sum test). n.s.,  $P \geq 0.05$ ; \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . **(C)** Distribution of the enhancer-TF binding sites of HS PEIs preferred TF pairs in Cons and HS PEIs relative to human genomic features. The binding sites are divided into three categories based on over 50% overlap with features, including exon, intron, and intergenic.

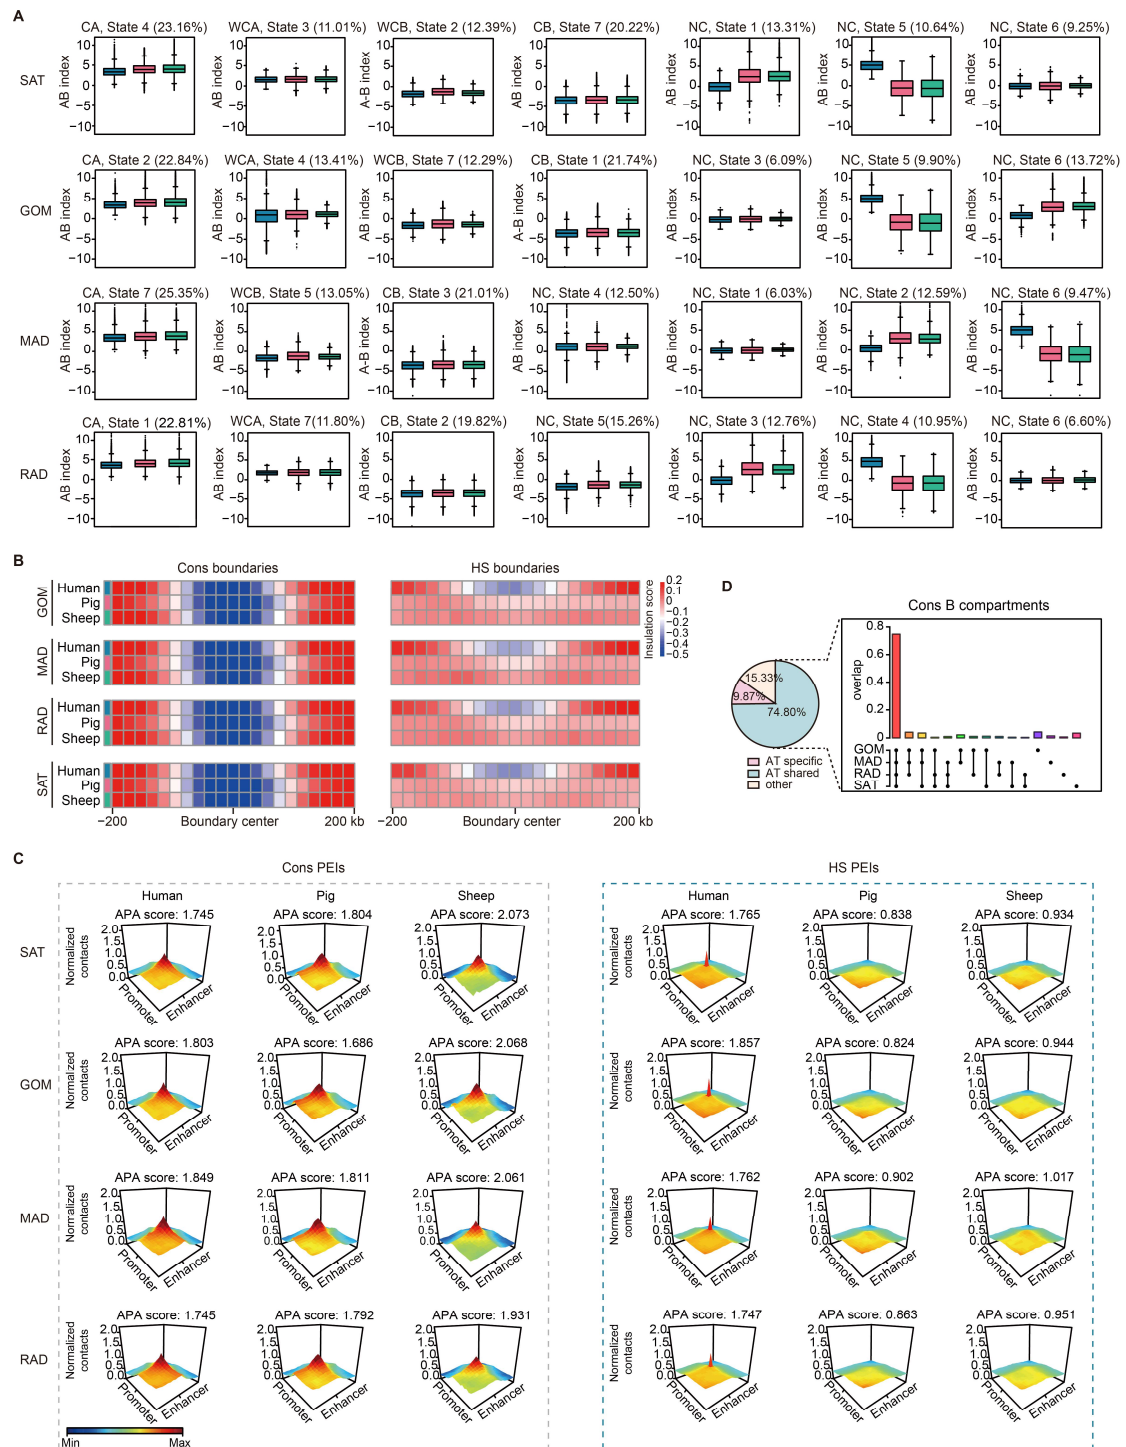

**Figure. S10 Identified human-specific and species-conserved chromatin structures among humans, pigs, and sheep for each adipose tissue.**

**(A)** Different patterns of A-B index (20 kb resolution) across three mammals predicted by Phylo-HMGP for each AT. **(B)** Average insulation score profiles in 200-kb regions centered on Cons and HS boundaries for each AT at 20 kb resolution. **(C)** Normalized Hi-C signals around Cons and HS PEIs for each AT at 10 kb resolution. **(D)** Overlap of identified Cons B compartments in four ATs.

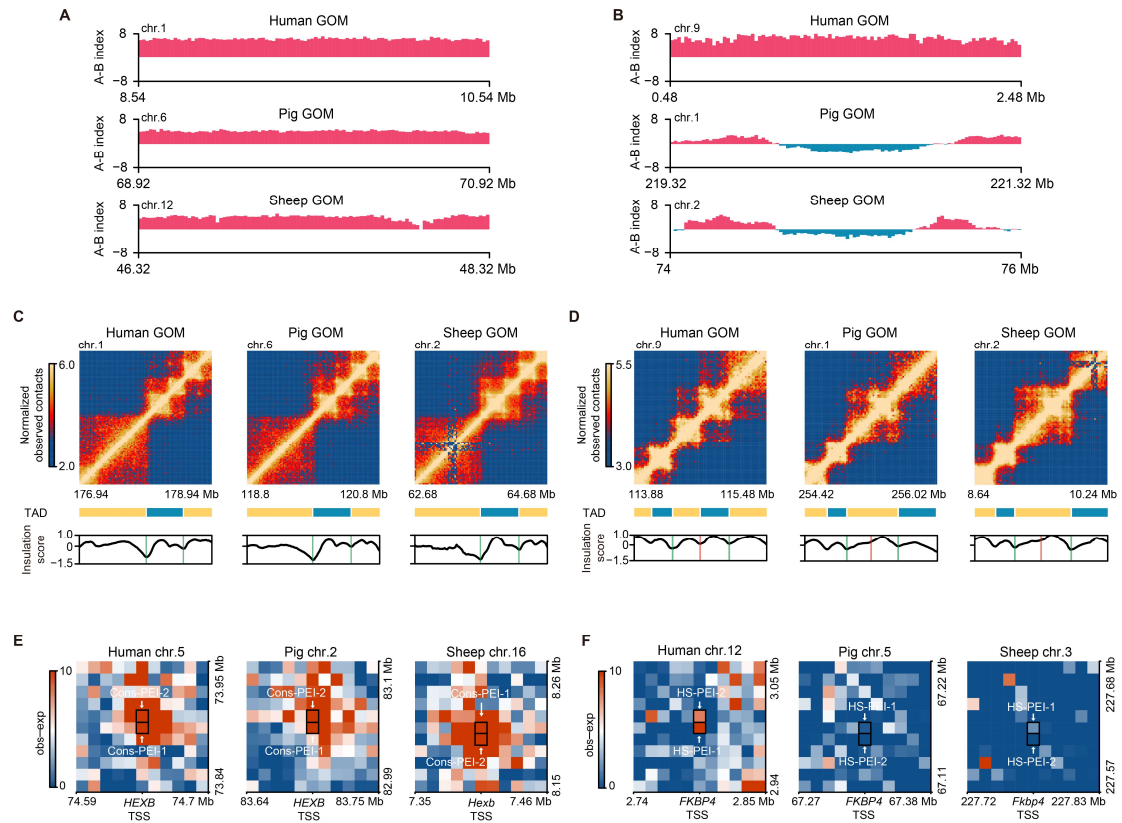

**Figure. S11 Examples of human-specific and species-conserved chromatin structures among human, pig and sheep GOM.**

(A-B) Cons (A) and HS-active (B) compartmentalization are indicated by the AB-index. (C-D) Hi-C contact maps and insulation score profiles around Cons (C) and HS (D) TADs. The Cons and HS TAD boundaries are highlighted with green and red bars, respectively, in insulation score profiles. (E-F) Local contact maps around Cons (E) and HS (F) PEIs (indicated by black squares).

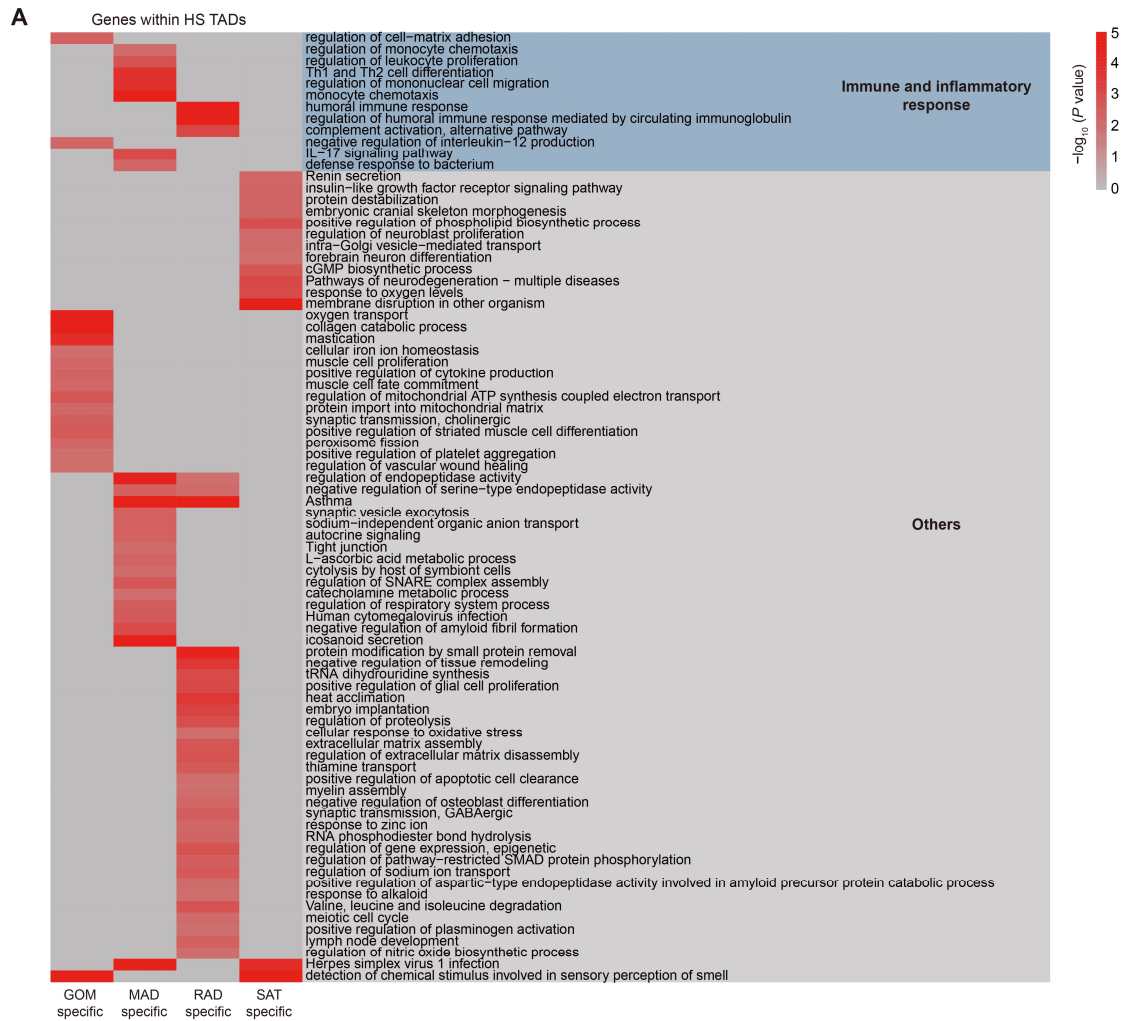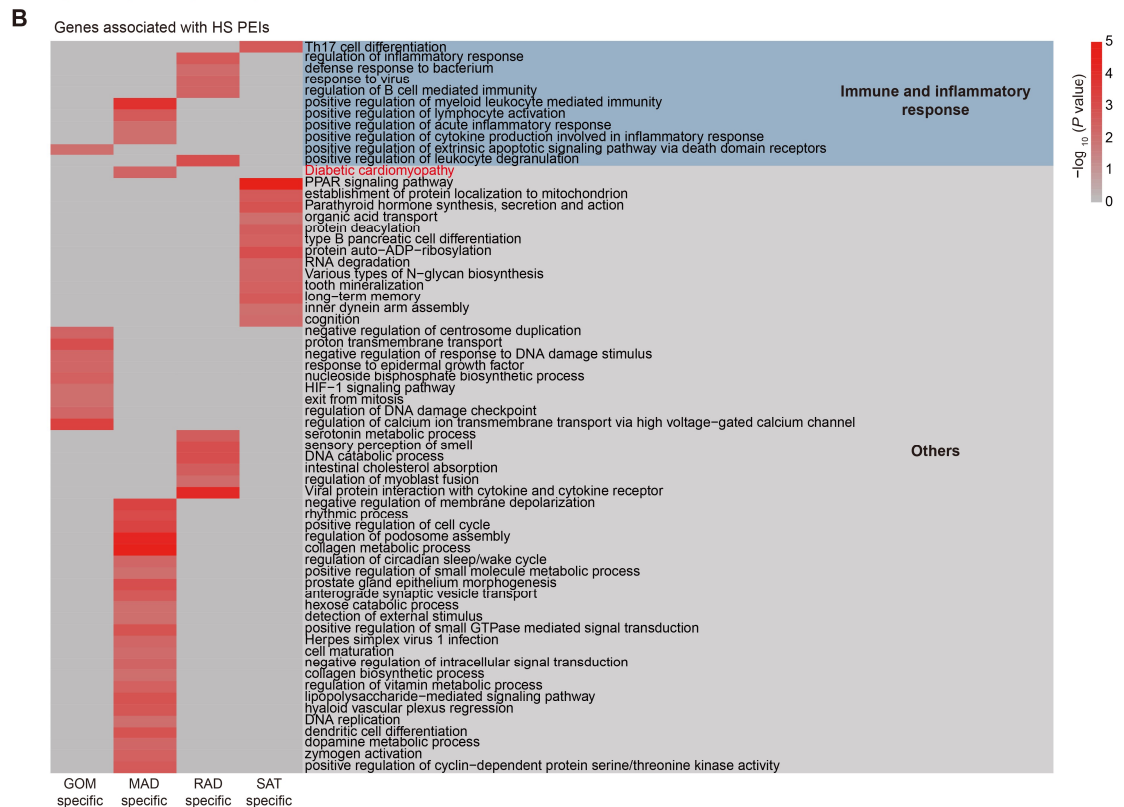

**Figure. S12 Function of genes associated with AT-specific human-specific TADs (A) and human-specific PEIs (B).**

The color shades on the Y-axes highlight the categories of GO terms: immune and inflammatory response related terms (blue) and others (grey).

How the deposited data were processed for this re-analysis (not part of the article)

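The samples were 2 Hi-C libraries of mouse iWAT, each of a pool of 10 mice, and 9 Hi-C and 9 RNA-seq libraries of sheep, from the GOM, MAD and RAD of 3 animals. Each sample was assigned to its depot and replicate from its labels and from Table S1 of the paper. The labels number the sheep, and the same number in each depot was taken as the same animal; the paper gives 3 sheep for the 3 depots. Deviations from the depot means had a mean correlation of 0.384 between RNA-seq libraries of the same animal (0.0485 to 0.580 over 9 pairs) and -0.193 between those of different animals. For the A-B index these were 0.153 (0.0340 to 0.277) and -0.0766. Models without the animal were the main ones, and models with the animal as a block were alternatives.

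For the RNA-seq the authors deposited estimated counts per gene, not normalized, and TPM, both from kallisto on sheep transcripts of Ensembl release 103. The paper names version 0.44.0 of kallisto and the submitters' processing notes version 0.43.0. The estimated counts need not be whole and were rounded to whole numbers here. TPM add up to the same total in each library, so they keep no depth. For the Hi-C the authors deposited the A-B index, a signed score per 20-kb bin of each library, and the TADs of each merged map as positions. Reads had been aligned with BWA 0.7.8 and filtered in Juicer 1.5.6 at a mapping quality of 30. The coarse compartments had been computed at 100 kb in R 3.6.1, and TADs had been called on maps of merged replicates. Contact matrices were not used here. Coordinates are those of GRCm39 for mouse and Oar_rambouillet_v1.0 for sheep, given from 1. GC content and protein-coding genes of mouse were taken from GRCm39 and GENCODE M39.

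Differences in expression between depots were tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test on TMM-normalized counts of the 14565 genes that its filter on low counts kept, with all 9 libraries in 1 model, 6 residual degrees of freedom and Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 and limma 3.58.1 on log2(TPM + 1) or log2(TPM + 0.1) were alternatives. Differences in the A-B index were tested with limma and a variance trend per 20-kb bin, and over windows of 5 bins. The 20-kb bins were the main unit set before the data were examined, and the 100-kb windows an alternative set at the same time, whose own alternatives were added after seeing the data. Exact permutation tests compared correlations within and between depots, with libraries moved freely between animals. The tests ran over the 280 divisions of 9 libraries into 3 groups of 3, or the 84 into 3 and 6. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these and for overlaps of boundaries, and matplotlib 3.10.9 for figures. Random boundaries were drawn 1000 times on the bins of the same chromosomes, and random gene lists 10000 times from all protein-coding genes.

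Genes were to be named by a rule set before the data were examined: the 10 largest fitted changes per direction and pair of depots among genes past the threshold, above a mean log2 CPM of 0, with a gene name and the same direction in all 3 animals, and up to 4 members of each of 26 gene lists, together with genes and figure windows of the paper. Sheep identifiers are not paired with gene names in the sources used here, so only the 2 largest changes per direction between GOM and MAD are given, by identifier. The gene lists were instead looked up in the mouse map, which was decided after the data had been seen. Tests of the lists between depots, of the A-B index against expression and of GC content in sheep were not run for the same reason. Regions were to be the 3 longest runs of adjacent 20-kb bins per direction, and since no such bin passed the threshold, runs of 100-kb windows were taken in their place after the data had been seen.

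The total of estimated counts was 14305713 to 22249680 per RNA-seq library. Tested on simulated data with 200 changed genes, the model recovered 8% of genes changed 2-fold and 74% of genes changed 4-fold between GOM and MAD, and 11% and 82% between MAD and RAD, among 14383 genes. Depth of the A-B index is known only as the paper's number of contacts per library, 224709663 to 307400681. Intervals of shares are 95% Wilson intervals and cover counting error only, and a fold against a depot with no counts was set against a floor of 3 counts over the group. Alternatives covered the normalization, filters on low values, pseudocounts, the block, scaling and bin size of the A-B index, tolerances of boundaries and leaving out each library in turn.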

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

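All tests below were chosen only after the result they bear on was seen, apart from the scaling by library size alone and the windows of 5 bins, which were set beforehand. The paper compares the contact maps of the sheep depots (Fig. S1C), and each result here is a count of single genes or windows between these depots, which it does not report on.

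MAD stood apart from GOM and RAD in expression, with 966 genes between GOM and MAD and 384 between MAD and RAD against 5 between GOM and RAD (edgeR). Depth of the libraries as the whole cause is argued against by the 943 genes called between GOM and MAD after every library was thinned to the smallest total, and the normalization by 916 under scaling by library size alone. The gap between MAD and the 6 other libraries argues against a chance division only if libraries can change places freely between animals. Each animal gave all 3 depots, so the matched divisions take 1 library of each animal. These are fewer than 84, so the smallest *p* they allow is larger. MAD was also picked after its values were seen. The mean *r* of pairs within either group exceeded that of pairs across them by 0.0225. This was the largest gap of the 84 divisions of 9 libraries into 3 and 6 (exact permutation test, *p* = 0.0119, 1 of 84). MAD replicates alone were no more alike than those of GOM or RAD. The share of cell types in each depot was not tested, since sheep identifiers are not paired with gene names here, and it stays open beside a difference in the fat cells of the depot. A depot difference may therefore hold, as a hypothesis on 3 animals.

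The same depot stood apart in the A-B index, with 2527 windows of 100 kb between GOM and MAD and 2361 between MAD and RAD (limma). The number of contacts cannot be told apart from the depot, since by the paper's numbers all 3 MAD libraries had fewer contacts within chromosomes (161 to 165 M) than every GOM and RAD library (174 to 215 M). Random ligation in MAD would bring its windows nearer to 0, which 54.0% of the windows between GOM and MAD were, and scaling as the whole cause is argued against by 2619 windows between GOM and MAD and 1653 between MAD and RAD after quantile normalization, which moved the part lower in MAD from 31.9% to 50.4% and that lower in RAD from 87.5% to 60.4%. The mean *r* of pairs within MAD or within the 6 other libraries exceeded that of pairs across these groups by 0.00901. This was again the largest gap of 84 divisions (exact permutation test, *p* = 0.0119), which again move libraries freely between animals. MAD replicates alone were no more alike than GOM replicates, and MAD was picked after its values were seen. The number of contacts, and a difference in compartments or cell types between the depots, may each contribute, and the balance of higher and lower windows depends on the scaling.

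Chromosome 14 held a concentration of these windows, with 40.6% of its windows differing between GOM and MAD against at most 15.3% on any other chromosome. A single MAD library as the source is argued against by all 3 MAD libraries, whose spread around the mean of GOM and RAD was larger on this chromosome than on every other. The excess was small in MAD replicate 1 (1.12, highest other 0.976). It was larger in replicates 2 (2.08, highest other 0.873) and 3 (2.17, highest other 0.933). Changed domains are argued against by boundaries, of which 92.6% were common to GOM and MAD on chromosome 14 (95% Wilson interval 88.6% to 95.3%) and 90.6% elsewhere. A candidate explanation is a chromosome-wide axis of the index along which libraries of other depots also vary: the deviation of GOM replicate 3 from its depot correlated with the difference between MAD and RAD at 0.592 on chromosome 14, against -0.0115 to 0.277 on the other 25 chromosomes. This rests on 1 library, since the deviations of the 3 GOM libraries add up to 0, and what the axis reflects, in the computation of the index or in the chromosome, stays open.

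Other divisions of the same libraries were fitted in the same way. For genes among the 3 depots, 3 of 100 drawn divisions called as many as the real one, itself included (528, highest other 804), and both larger ones kept the 3 MAD libraries together. Most of these divisions do not part the animals as the real one does, and libraries of 1 animal are alike, so this share cannot exclude chance. Those that part as many animals as the real one are 11, too few for a share under 0.05. Among the 11, 2 called as many, the real one included (highest other 804), so chance is not excluded for genes. Windows among depots numbered 2646, and 1 of 100 divisions, the real one, called as many (highest other 1890). The 13 that part as many animals (highest other 1513) are too few for a share under 0.05, so chance is not excluded for windows either. For 20-kb bins among depots the count was 0 (limma; 22546 at an unadjusted *p* under 0.05), so all 100 divisions call as many by construction and nothing follows about chance (highest other 51). For 2 depots by themselves there are 10 divisions, too few for a share under 0.05. Of these, 1 was as large for genes between GOM and MAD (584, highest other 347, which parts fewer animals), GOM and RAD (5, other 0) and MAD and RAD (444, other 0), and 1 for windows between GOM and MAD (2789, other 0) and MAD and RAD (2202, other 0). For windows between GOM and RAD (0, highest other 2) and 20-kb bins between each pair (0, highest other 0), all 10 are as large by construction, which says nothing about chance.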

How the results depend on the processing

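The alternatives chosen only after the results were seen were the thinning of counts, the windows' block, quantile normalization, left-out libraries and filters, leaving out chromosome 14, leaving out mouse bins in assembly gaps and the mean index over a gene. Of 364 alternatives to 53 results, 274 left the value the same, 82 moved it, 8 ended a call and 0 turned the sign of a called value. A count is taken as the same within 1.5 times, an untested value within 1 SD between replicates or a 95% interval, and a tested value by its direction and call alone, whatever its size: the excess of correlation within depots went from 0.00735 to 0.456 for the A-B index and from 0.0124 to 0.628 for expression with the animal as a block, and the log2 fold change of ENSOARG00020022879 from 7.58 to 3.54 with limma on log2(TPM + 1). Of the 142 that neither leave out a library nor take 1 by itself, 111 left it the same and 31 moved it, and of 42 with 1 library or pool by itself, 30 and 12. In Fig. S11B, where the means of MAD and RAD lay within their spread around 0, single libraries fell on both sides of it (MAD -0.0170 and -0.0473, RAD -0.0537). Where a value moved, the cause was not tested unless given.

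With the animal as a block, 1567 genes were called between GOM and MAD in place of 966, 8 between GOM and RAD in place of 5, 659 between MAD and RAD in place of 384 and 970 among depots in place of 528, and 3980 windows among depots in place of 2646. It also gave 3485 windows between GOM and MAD in place of 2527 and 3297 between MAD and RAD in place of 2361, within 1.5 times, and changed no other call. DESeq2 called 1809 (658 higher and 1151 lower in MAD), 95, 943 (692 higher and 251 lower in RAD) and 1536. Between GOM and RAD, 10 genes were called without a filter on low counts, 1 with at least 10 counts in every library and 8 by limma on log2(TPM + 1).

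In 20-kb bins limma called 0 between any 2 depots and among them, and means of 5 adjacent bins gave 2527 between GOM and MAD, 2361 between MAD and RAD and 2646 among depots. After quantile normalization, 50.4% of the windows between GOM and MAD were lower in MAD in place of 31.9%, and 60.4% of those between MAD and RAD lower in RAD in place of 87.5%. Among bins with an absolute index of at least 1, the sign differed in 0.154% between GOM and MAD, 0.0050% between GOM and RAD and 0.0850% between MAD and RAD, since bins near 0 were removed. For the same reason the mouse pools then correlated at 0.991 and had the same sign in 99.99% of bins. With 10 categories the difference between the highest and the lowest was 9.41 points of GC and 23.8 gene starts per Mb. Boundaries common to GOM and MAD, GOM and RAD, and MAD and RAD were 86.1%, 88.5% and 88.2% within 20 kb, 53.3%, 59.3% and 57.7% in the same bin and 92.6%, 93.3% and 93.7% within 100 kb. Single libraries whose index in a figure window lay more than 1 SD from their depot mean were, for GOM, MAD and RAD, at 4.16, 4.21 and 4.30 (Fig. S11A), 0.485, 0.220 and -0.0537 (Fig. S11B), 1.30, 1.17 and 0.807 (Fig. S11C) and 3.43, 3.10 and 3.36 (Fig. S11D).

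Leaving out each library in turn gave 347 to 1124 genes between GOM and MAD, 0 to 6 between GOM and RAD, 118 to 501 between MAD and RAD and 106 to 710 among depots (267 without GOM replicate 3, 138, 106 and 322 without MAD replicates 1, 2 and 3, 304 without RAD replicate 1). It gave 0 to 1, 0 to 0, 0 to 2 and 0 to 1 bins, and 450 to 2848, 0 to 1, 801 to 2503 and 927 to 2890 windows (among depots 1345 without GOM replicate 1, and 1103, 1483 and 927 without MAD replicates 1, 2 and 3). The excess of correlation within depots was 0.00602 to 0.00899 for the A-B index and 0.00838 to 0.0154 for expression, where 6 of 9 lost the call. The share of bins of opposite sign was 6.30% to 6.97%, 4.47% to 5.21% and 6.11% to 6.74%. Log2 fold changes from GOM to MAD were 7.07 to 8.05 (ENSOARG00020022879), -5.97 to -4.22 (ENSOARG00020006352) and -5.65 to -3.87 (ENSOARG00020016643, where 2 of 9 lost the call). ENSOARG00020000180 has no counts in GOM, and its lower bound was 33.3-fold to 83.3-fold without 1 MAD library.

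Not run were alternatives on autosomes only, since no other chromosomes are in the values analysed, and those of the gene list tests and of the A-B index against expression. Thinning the RNA-seq libraries to the smallest total left 943 genes called between GOM and MAD in place of 966, so unequal depth changed this count little. Whether more depth would add genes was not tested, and the A-B index was not thinned. On simulated data 8% of genes changed 2-fold were recovered between these depots.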

Differences from the paper's values

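No value that the paper states for a measure also computed here differed by more than 1.5 times. Of what follows, the tally of closest libraries was chosen only after the correlations were seen, and the exact test was set beforehand.

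The paper states of the A-B index and the insulation score that most replicates cluster together, and that the expression of orthologous genes repeats this pattern. Among the sheep RNA-seq libraries, the closest library by Pearson's *r* of log2(TPM + 1) was of the same depot for 2 of 9, MAD replicates 1 and 2, and of the same animal for 5 of 9. Libraries of the same depot still correlated more on average than those of different depots, at 0.958 against 0.946 (exact *p* = 0.0393 over 280 divisions), and by the A-B index the closest library was of the same depot for 5 of 9. The paper's statement covers other species as well and rests on orthologous genes, while these tallies rest on sheep alone and, for expression, on the 14862 genes with a TPM of at least 1 in at least 1 library.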

Other observations

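The gene lists were fixed before their values were seen, but all tests of them on the mouse map, and those of the genes of Table S7, the boundaries of Table S5 and the similarity of libraries, were chosen only after other results were seen.

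In mouse iWAT, reference genes had the highest median A-B index of the gene lists. All 11 reference genes found were in A, with a median A-B index of 5.81, at or above that of 99.97% of 10000 random lists of the same size, and so were all 19 genes found of the list of immediate early and dissociation stress genes, with a median of 4.68 (99.2%). Genes of antigen presentation were all in A (15 of 15, median 4.38, 94.6%). At the other end, 3 of 8 lymphatic endothelial genes were in A (median -1.14, 1.32%): *Lyve1* was at 4.92 ± 0.517, but *Mmrn1* at -3.37 ± 0.176, *Flt4* at -1.27 ± 0.144 and *Prox1* at -1.02 ± 0.598 (SD of 2 pools). Of 16 mesothelial genes 11 were in A (median 1.17, 4.37%), with *Muc16* at -5.99 ± 0.0407 and *Gpm6a* at -4.96 ± 0.543, and of 20 fibroblast and extracellular matrix genes 17 (median 1.65, 5.92%). Of 25 lists with at least 5 genes, 2 lay in the highest and 1 in the lowest 2.5% of random lists, and 18 had a larger share in A than all genes. The random lists were not matched for position or length, and neighbouring genes share bins.

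The 978 target genes of the 1369 mouse-specific promoter-enhancer interactions of Table S7 were in A for 87.0%, against 77.1% of all 20604 protein-coding genes, with a median index of 3.55 against 3.26. The paper's search for such interactions began from single-copy orthologous genes. All protein-coding genes are therefore not a matched background, and the difference was not tested. In sheep, the 154 boundaries that Table S5 lists as specific to the species in SAT were for the most part near boundaries of visceral fat as well: 84.4% lay within 40 kb of a boundary in GOM, 85.7% in MAD and 84.4% in RAD, against 16.6%, 15.9% and 16.0% of randomly placed boundaries. In the same bin the shares were 45.5%, 40.9% and 46.8%, against 3.40%, 3.18% and 3.19%. Within 40 kb, of the 154, 113 (73.4%) were found in all 3 depots and 10 (6.49%) in none.

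Libraries of sheep that were similar in expression were also similar in the A-B index. Over 36 pairs of libraries the 2 correlations went together with *r* = 0.477 (*p* = 0.00792, one-sided Mantel test with 100000 permutations). Depot and animal were not accounted for. Pairs that join MAD to GOM or RAD had the lowest mean correlations in both measures, so this is not evidence apart from that result.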
